# Gene expression profiles in asbestos-exposed epithelial and mesothelial lung cell lines

**DOI:** 10.1186/1471-2164-8-62

**Published:** 2007-03-01

**Authors:** Penny Nymark, Pamela M Lindholm, Mikko V Korpela, Leo Lahti, Salla Ruosaari, Samuel Kaski, Jaakko Hollmén, Sisko Anttila, Vuokko L Kinnula, Sakari Knuutila

## Abstract

**Background:**

Asbestos has been shown to cause chromosomal damage and DNA aberrations. Exposure to asbestos causes many lung diseases e.g. asbestosis, malignant mesothelioma, and lung cancer, but the disease-related processes are still largely unknown. We exposed the human cell lines A549, Beas-2B and Met5A to crocidolite asbestos and determined time-dependent gene expression profiles by using Affymetrix arrays. The hybridization data was analyzed by using an algorithm specifically designed for clustering of short time series expression data. A canonical correlation analysis was applied to identify correlations between the cell lines, and a Gene Ontology analysis method for the identification of enriched, differentially expressed biological processes.

**Results:**

We recognized a large number of previously known as well as new potential asbestos-associated genes and biological processes, and identified chromosomal regions enriched with genes potentially contributing to common responses to asbestos in these cell lines. These include genes such as the thioredoxin domain containing gene (*TXNDC*) and the potential tumor suppressor, BCL2/adenovirus E1B 19kD-interacting protein gene (*BNIP3L*), GO-terms such as "positive regulation of I-kappaB kinase/NF-kappaB cascade" and "positive regulation of transcription, DNA-dependent", and chromosomal regions such as 2p22, 9p13, and 14q21. We present the complete data sets as Additional files.

**Conclusion:**

This study identifies several interesting targets for further investigation in relation to asbestos-associated diseases.

## Background

Asbestos causes DNA double strand breaks [1], chromosomal aberrations, and abnormal chromosome segregation [2]. Asbestos fibre-induced genotoxicity has been proposed to be caused by both a direct interaction with the genetic material and also indirect effects via production of reactive oxygen species (ROS) [3]. The respiratory diseases linked to asbestos exposure include fibrotic lung disease, mesothelioma, and lung cancer. The pathogenesis and histopathology of asbestosis resemble that of idiopathic pulmonary fibrosis. Some specific genes contributing to the development of asbestosis and asbestos-related cancer have been described, as reviewed in [4]. However, the exact molecular mechanisms behind asbestos-associated carcinogenesis and fibrosis/asbestosis are thought to be very complex and involve several parallel pathways [4,5] that remain to be clarified.

Asbestos exposure has been reported to alter the expression of several genes involved in integrin-mediated signaling pathways, MAPK pathways, and NFKB/IKB pathways [6]. A recent study in a model for asbestos-induced oncogenesis demonstrated that the tumor necrosis factor, TNF-α, triggered by macrophages, induced activation of the NFKB cascade and thereby blocked apoptosis [7].

Studies from this laboratory as well as from others, have examined the gene copy number and expression changes in lung cancer patients with asbestos exposure and in mesothelioma. These have revealed a very complex pattern of chromosomal aberrations and altered gene expression, i.e. evidence for specific asbestos-associated aberrations and altered expression profile in these cancer genomes [8-10].

Given the evidence of association between fibrosis and cancer, it is clearly important to identify the specific genes involved in the inflammatory, fibrotic, and carcinogenetic processes in the lung following asbestos exposure, as reviewed in [4]. Chromosomal aberrations, together with more accurate information of gene expression alterations caused by asbestos, could provide valuable clues in the search for novel therapeutic targets.

We used three human lung cell lines to map the gene expression following crocidolite exposure. In addition to epithelial cells, mesothelial cells with features of both mesenchymal and epithelial cells [11], were used in the identification of asbestos-affected genetic pathways. Crocidolite was selected as it is probably the most pathogenic amphibole fibre, possibly due to its high iron content [4]. We report for the first time specific time-dependent genome-wide expression profiles in asbestos exposed human lung adenocarcinoma cells (A549), non-tumorigenic SV40-immortalized bronchial (Beas-2B), and pleural mesothelial cells (MeT5A).

## Results

The overall study design is illustrated in Fig. 1.

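RNA from A549 (lung adenocarcinoma), Beas-2B (immortalized bronchial epithelium) and MeT5A (immortalized pleural mesothelium) was hybridized to Affymetrix oligonucleotide arrays. A549 and Beas-2B cells received crocidolite at 2 µg per square centimetre and MeT5A cells at 1 µg per square centimetre. Each exposed sample, a pool of several culture plates, was set against the parallel unexposed pool of the same cell line and time, which gave 11 matched pairs. These are A549 at 1, 6, 24 and 48 h and 7 days, Beas-2B at 1, 6, 24 and 48 h, and MeT5A at 1 and 48 h. Every pair holds 1 exposed and 1 control sample (n = 1), so a value given for a single pair has no replicate check. The 27 arrays also include controls at 0 h for A549 and Beas-2B, and a second array of the same exposed RNA for A549 at 48 h, Beas-2B at 24 h and MeT5A at 48 h. A549 and Beas-2B stood apart in their own marker genes, whereas MeT5A did not stand out in the median of the mesothelial markers. The 10 measured markers of bronchial basal epithelium, among them KRT5 and S100A2, had a median log2 level of 10.29 in Beas-2B, 6.45 in A549 and 5.65 in MeT5A. The 17 measured A549 markers, among them the aldo-keto reductase AKR1B10 and the aldehyde dehydrogenase ALDH1A1, had medians of 9.44 in A549, 5.57 in Beas-2B and 5.33 in MeT5A. Medians of the 16 measured macrophage and leukocyte markers lay between 5.39 and 5.45 in the 3 lines, close to the floor that the added constant sets, and those of 12 mesothelial markers, led by the keratins KRT18 and KRT8, were 6.35 in MeT5A, 6.93 in A549 and 7.05 in Beas-2B. The 16 fibroblast and mesenchymal markers, led by vimentin (VIM), had medians of 6.35 in MeT5A and 6.14 in Beas-2B and A549.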

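The deposited values are MAS5 signal intensities on a linear scale, which the authors scaled to a target of 100 on each array, whereas the study itself analysed RMA values. The median signal per array was 14.4 to 23.4. Here 32 was added to each signal before taking log2, the arrays were quantile normalized, and 2 arrays of the same RNA were averaged. For each gene the plain '_at' probe set with the highest mean was used, as in the study, and where a gene has none its brightest probe set was used. The signal of the 3' probe set of beta-actin relative to its 5' probe set, a measure of the integrity and labelling of the RNA, differed between early and late exposure. As log2 exposed minus control, this ratio averaged -0.24 ± 0.79 (SD, n = 5 pairs) at 1 and 6 h and 1.13 ± 0.53 (SD, n = 5) at 24 and 48 h (exact two-sided permutation test over 252 splits, p = 0.0159). It was -1.37 in the A549 6 h pair, 0.79 in the Beas-2B 6 h pair and 1.94 in the Beas-2B 48 h pair, and in A549 at 7 days, the longest exposure, it was at -0.31. The same ratio for GAPDH ran from -0.23 (A549 6 h) to 0.83 (Beas-2B 6 h) in the early pairs. In the late pairs it ran from 0.12 (Beas-2B 24 h) to 0.93 (Beas-2B 48 h). A difference between early and late exposure was not tested for GAPDH.

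**Figure D1:**
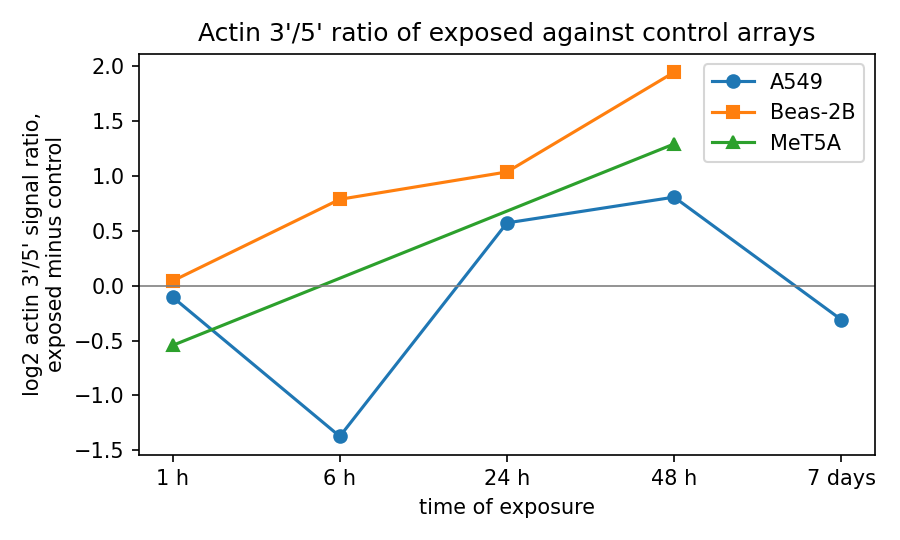
Log2 ratio of the 3' to the 5' probe set of beta-actin, exposed minus control, against hours of exposure, with 1 line for each cell line and 1 point for each matched pair. All 5 pairs at 24 and 48 h lie above 0.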

### Gene Ontology Analysis Results

An analysis to detect enriched Gene Ontology (GO) terms was carried out separately for all cell lines at several time points. We searched for branches with at least three enriched GO terms (p < 0.01) and the most detailed term containing less than 100 genes was listed (Additional file 1, GOanalysis). A total of 351 unique branches of the GO tree were enriched in at least one cell line at any one time point.

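After 1 h, exposed Beas-2B cells had higher levels of immediate early genes, whose transcripts appear within minutes of a stimulus, with 24 of 26 members above their control and a median of 0.41 log2. Among them were the transcription factor genes FOSB (2.27), EGR3 (1.15) and KLF4 (1.13) and the matrix-associated factor CCN2 (1.20). Extracellular matrix and TGF-beta response genes stood higher in the same pair (22 of 26 members, median 0.36), with tenascin C (TNC) at 1.18 and laminin LAMB3 at 0.85, while TGFB1 itself was at -0.87. Both lists lay at percentile 100 among 10000 random lists of the same size and expression level, in a pair whose actin ratio differed from its control by 0.04. Without exposure, the immediate early genes of the Beas-2B control at 1 h were 0.60 above those at 0 h. In A549 at 6 h, p53 target genes had a median of 0.57 (17 of 21 above 0, percentile 100), led by the proapoptotic BAX at 2.11, TP53INP1 at 1.40, PLK2 at 1.02 and the DNA damage gene GADD45A at 0.79. In the same pair, mitosis genes had a median of -0.39 (4 of 29 above 0) and DNA replication genes -0.27 (8 of 30 above 0), with BIRC5 at -1.23, CENPF at -0.91, GINS1 at -0.92 and RFC3 at -0.79. Fibroblast and mesenchymal markers moved in this pair too, with a median of 0.31 (12 of 16 above 0, percentile 99.89). The 6 h control of A549 itself stood apart, with mitosis genes 0.41 above those of the 1 h control. Against this 6 h control, the 24 h control was at -0.39 for mitosis genes and 0.42 for p53 targets. The actin ratio of the exposed 6 h sample was far below that of its control, as given above, and BAX was also far higher there than in any other pair. At 48 h the proliferation genes of A549 stood the other way, with 27 of 29 mitosis genes and 27 of 30 DNA replication genes above 0 at medians of 0.26 and 0.25, among them BIRC5 (1.56) and RRM2 (0.69). Between the 2 arrays of that A549 RNA, the one with the higher actin ratio was higher by a median of 0.11 over the mitosis genes and 0.24 over the replication genes. For BIRC5 the difference between these arrays was larger than its 1.56 above control, as given with the canonical correlation analysis.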

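In Beas-2B at 24 h, cholesterol synthesis genes stood lower, with 3 of 18 members above 0 and a median of -0.29 (percentile 0.01), among them MVD (-0.96), NSDHL (-0.77), IDI1 (-0.57) and INSIG1 (-0.53). At 48 h, the endoplasmic reticulum stress genes of the same line had a median of 0.42 (21 of 25 above 0, percentile 99.99), with the transcription factor XBP1 at 1.10, the chaperones CANX at 0.97 and DNAJC3 at 0.86, and the disulfide isomerase PDIA6 at 0.85. Mitosis genes had a median of -0.26 in that pair (8 of 29 above 0). Actin ratios differed by 1.03 in the 24 h pair and by the largest amount of all pairs at 48 h. In MeT5A at 48 h, hypoxia and glycolysis genes had a median of -0.21 (percentile 0.00), with the glycolytic enzymes PKM at -1.0, ENO1 at -0.92 and PGK1 at -0.63, although ADM stood at 0.77 and 11 of 25 members were above 0. The array of this MeT5A RNA with the higher actin ratio was higher over the same list by a median of 0.10, and the pair's ratio differed by 1.29. Of 319 combinations of a list and a pair, 51 (16.0%) lay outside percentiles 1 to 99, against 2 of 87 between arrays of the same RNA and 76 of 290 (26.2%) between successive controls of a cell line, so that a percentile outside that range is not specific to exposure.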

The GO terms at the 1 h and 48 h time points were compared between the cell lines to identify commonly enriched biological processes. Again, we restricted our focus to those branches of the GO tree that contained at least three enriched GO terms. 

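At 48 h, 5 of 9887 genes changed alike in A549, Beas-2B and MeT5A at an adjusted p under 0.05 from limma, and 733 were higher and 480 lower at an unadjusted p under 0.05, while with the scaling as deposited more were lower than higher. EGR1, an immediate early transcription factor, rose by 1.42 log2 (standard error 0.17, n = 3 cell lines, adjusted p = 0.0219), with 1.02 in A549, 1.58 in Beas-2B and 1.67 in MeT5A. XYLT2, a xylosyltransferase that starts proteoglycan chains, rose by 1.41 (adjusted p = 0.0383) and RUFY2 by 1.11 (adjusted p = 0.0219). ID1, an inhibitor of helix-loop-helix transcription factors, fell by 1.15 (adjusted p = 0.0219), and CLPTM1 fell by 1.03 (adjusted p = 0.0383). Between the 2 arrays of the same A549 48 h RNA, the one with the higher actin 3'/5' ratio was higher by 1.70 for EGR1, 1.68 for XYLT2 and 1.24 for RUFY2, and stood at -1.55 for ID1 and -2.19 for CLPTM1. The 7 other probe sets of these genes above the median level gave means of 0.42 and 0.07 for EGR1, 0.25 for XYLT2, 0.13, 0.22 and -0.04 for RUFY2 and -0.13 for CLPTM1, so that 1 of RUFY2 has the other sign, and ID1 has a single probe set. Taking only the first array of each RNA with a second one left 0 genes by limma (495 higher and 335 lower at an unadjusted p under 0.05), and taking only the second gave 32.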

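Heat shock genes stood lower at 48 h, with 5 of 16 members above 0 and a mean over the 3 lines of -0.91 for HSPA4, -0.84 for HSPB1, -0.51 for HSP90AA1 and -0.45 for the cochaperone STIP1. The list fell by camera in limma (adjusted p = 0.00271, but adjusted p = 0.876 with an estimated correlation), and 3 members were lower when adjusted over the list alone and 0 over all genes. Its median was -0.15 in A549, -0.32 in Beas-2B and 0.04 in MeT5A, and HSPB1 stood at -1.01 and -0.69 between the arrays of the same A549 and MeT5A RNA. DNA replication genes rose as a list (23 of 30 members above 0, median 0.17, adjusted p = 0.0198 from camera in limma, adjusted p = 0.876 with an estimated correlation), with GINS3 at 0.54, MCM10 at 0.50, ORC6 at 0.46 and CDT1 at 0.45 and no member past the test on its own. The median of that list was 0.25 in A549, -0.08 in Beas-2B (14 of 30 above 0) and 0.22 in MeT5A, and between arrays of the same A549 and MeT5A RNA it was 0.24 and 0.12. Oxidative stress genes controlled by NRF2 fell as a list (9 of 25 above 0, adjusted p = 0.0215, adjusted p = 0.876 with an estimated correlation, camera in limma), among them PGD (-0.64), GPX1 (-0.45) and SOD1 (-0.35), with TXN at 0.60. The median of the NRF2 list was -0.10 in A549, -0.08 in Beas-2B and -0.04 in MeT5A, and with the scaling as deposited it became 0.04 in A549 and 0.05 in MeT5A. Between the arrays of the same A549 RNA it was -0.13.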

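At 1 h, 0 of 9887 genes passed limma's test over the 3 lines, with 115 higher and 155 lower at an unadjusted p under 0.05. The largest rises with the same sign in each line, none past the test, were OVOL1 (0.87), HCAR3 (0.71), RBM19 (0.64), UNC93B1 (0.64) and GADD45A (0.64), the last at 0.59 in A549, 0.49 in Beas-2B and 0.84 in MeT5A. The largest falls, also short of the test, were DPP9 (-1.21), EVI5 (-1.06), NACA4P (-0.73), MYO10 (-0.60) and LYSMD1 (-0.57), and the brightest probe sets of RBM19 (-0.15) and MYO10 (0.12) have the opposite sign. Immediate early genes rose as a list, with 20 of 26 members above 0 and FOSB at 0.87, KLF4 at 0.45, EGR3 at 0.37 and JUNB at 0.36 (adjusted p = 1.98e-05 from camera in limma, adjusted p = 0.940 with an estimated correlation). Their median was 0.11 in A549, 0.41 in Beas-2B and -0.05 in MeT5A, and without the Beas-2B pair 0 lists passed. Basal epithelial markers also rose (7 of 10 above 0, adjusted p = 0.0356, adjusted p = 0.940 with an estimated correlation), led by SFN at 0.59, with 1 member higher when adjusted over the list alone and medians of -0.07 in A549 (5 of 10 above 0), 0.13 in Beas-2B and 0.19 in MeT5A. Mitosis genes fell (4 of 29 above 0, adjusted p = 0.00450 from the same test), as did DNA replication genes (6 of 30 above 0, adjusted p = 0.0375), with NEK2 at -0.29, CDCA8 at -0.26, CDT1 at -0.27 and CDC45 at -0.23. The mitosis median was -0.14 in A549, -0.21 in Beas-2B and 0.00 in MeT5A (14 of 29 above 0), and that of DNA replication -0.06, -0.12 and -0.07. With an estimated correlation both of these had an adjusted p = 0.940.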

No common processes were observed after 1 h exposure, whereas 10 common GO terms were identified after 48 h. We consider these biological processes to be potentially asbestos-associated since they were enriched in all cell lines. The number of genes belonging to the most detailed process of the branch ranged from 1 to 85 (Table 1). The complete results from all cell lines and all time points are appended in Additional file 1: GOanalysis.

### Cluster Analysis Results

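Time profiles were rebuilt from the log2 differences between exposed and control cells, with 0 h set to 0, for 12700 probe sets of A549, 12605 of Beas-2B and 7147 of MeT5A that differed by 0.5 log2 or more at some time. The number of probe sets exceeded the expected size past the Bonferroni threshold in 14 profiles of A549, 13 of Beas-2B and 6 of MeT5A. Their sizes were 310 to 1372 probe sets in A549, 270 to 1120 in Beas-2B and 415 to 1177 in MeT5A, and they held 65.8%, 59.4% and 68.0% of the probe sets kept. Probe sets of known roles fell in them in each line: VEGFA, which drives vessel growth, had 2 of 4 probe sets and the actin-binding PDLIM7 4 of 7 in such profiles in all 3 lines, while the thioredoxin reductase gene TXNRD1 had none that passed the threshold of change in any line. When the log ratios were shuffled across probe sets at each time, a median of 17 profiles passed in A549, 18 in Beas-2B and 7 in MeT5A over 10 shuffles. The detection calls that the study used to remove absent probe sets were not used here, and a level filter took their place.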

The differential expression according to asbestos-exposure at different time points was studied by cluster analysis and revealed 12 significant clusters in A549, 16 in Beas-2B, and 3 in MeT5A (Fig 2 and Additional files 2 and 3: A549clusters and Beas2Bclusters), with the total number of genes included in the cluster analysis results being 18,535. Fig. 3 illustrates the statistical significance of the attained clusters in each cell line. The clusters can be ordered with respect to their significance, based on the expected and realized number of probe sets assigned to the clusters. The clusters are not numbered in the exact order of significance due to the limits of numerical precision in the computation of p-values. The number of probes for each cluster ranged between 174 and 1,653, 266 and 2,073, and 1,085 and 2,403 (Additional file 4: Cluster_analysis), and the number of significant GO terms for each cluster ranged from 4 to 56, 1 to 45, and 10 to 52, whereas the number of enriched chromosomal regions ranged from 5 to 23, 2 to 15, and 8 to 11 (data not shown, available upon request) in the A549, Beas-2B and MeT5A cell lines, respectively. Further interpretation and discussion of the results focuses on the three most significant clusters in each cell line. These clusters were chosen according to the expected and realized number of probe sets assigned to them; in order of significance the clusters were 5, 9, and 1 in A549; 8, 1, and 5 in Beas-2B; and 1–3 in MeT5A (Fig. 2).

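In A549 the profile that ranked first by significance, 1372 probe sets against 409 expected, ran below control at 1 h, above it at 6 h and below it at 24 h, 48 h and 7 days. The next in that order held 722 probe sets against 186 expected and ran above control at 1 and 6 h, below it at 24 h and lowest at 7 days, and the third, 894 against 289, was lowest at 6 h. In Beas-2B the first profile by significance (1090 probe sets against 324 expected) ran from below control at 6 h to its highest level at 48 h. The next (1120 against 379) was highest at 6 h, and the third (804 against 303) was above control at 1 and 6 h and far below it at 48 h. In MeT5A the first profile (1177 against 427) was above control at 1 h and below it at 48 h, as was the next (1052 against 361), and the third (821 against 441) was low at 1 h alone. Genes with a similar course include the kinase gene MAP2K2, at 1.40, -0.75, -0.66 and -0.96 from 6 h to 7 days in A549, and XBP1, at -0.26, 0.54 and 1.10 from 6 h to 48 h in Beas-2B. Peaks and troughs at 6 h in A549 coincide with the lowest actin ratio relative to control, and those at 48 h in Beas-2B with the highest, but the second profile of Beas-2B also peaks at 6 h, where the ratio of the pair was raised by 0.79.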

We compared the enriched biological processes in the clusters and in the GO analysis and found 29 common processes (data obtained upon request), of which 9 were significant in at least two clusters and at least two time points of the GO analysis (Table 2). The GO terms "negative regulation of survival gene product activity" and "positive regulation of transcription, DNA-dependent" matched with those obtained in the GO analysis of the 48 h time point and "cytoplasmic sequestering of NF-kappaB" was closely related to a third GO term in the 48 h analysis (Table 1).

The most significant cluster of A549 (cluster 5) contained enrichment of genes located in nine of the 18 previously identified chromosomal regions with copy number changes in asbestos-associated lung cancer [8], i.e., 11q13, 19p13, 9q34, 16p13, 1p36, 17p13, 5q35, 3p21, and 22q13 (p < 0.01). Also cluster 2 of A549 contained enrichment of genes in 5 regions corresponding to the asbestos-associated regions in lung cancer. In total, clusters 5 and 2 contained enrichment of genes in 23 and 9 regions, respectively. The less significant clusters 3, 7, and 13 in Beas-2B contained enrichment of genes in 3 to 5 regions and cluster 2 in MeT5A contained enrichment of genes in 5 regions corresponding to the asbestos-associated regions. Overall, these clusters 3, 7 and 13 in Beas-2B and 2 in MeT5A contained enrichment of genes in 8, 14, 7, and 11 regions (p < 0.01), respectively (data obtained upon request).

Based on the literature, we examined 559 previously identified asbestos-associated genes to check their representation in the clusters. The Affymetrix probe sets corresponding to the listed genes were obtained with the data mining tool BioMart at Ensembl [12], based on the HGNC symbols. A total of 1,362 probe sets in the array represented the 559 asbestos-associated genes. Table 3 lists 55 of the probe sets corresponding to the previously known potential asbestos-, ROS- or mesothelioma-associated genes that were included in significant clusters in all cell lines. It is noteworthy that five collagen genes were recognized in significant clusters in all cell lines. 

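The 44 genes of Table 3 that were measured include genes of the cytoskeleton, adhesion and survival. Between early (1 and 6 h) and late (24 and 48 h) exposure, TRAM1, a translocon component, rose by 1.33 log2 (standard error 0.30, n = 5 late and 5 early pairs, adjusted p = 0.0371 from limma) and the RNA-binding HNRNPH1 by 0.88 (adjusted p = 0.0354), while the actin-binding PDLIM7 fell by 1.00 (adjusted p = 0.0208). Survivin (BIRC5) was at 1.63 and just short of the threshold (adjusted p = 0.0545), as was IGFBP4 at -0.996 (adjusted p = 0.0691). Counting thioredoxin, 3 of the genes rose and 1 fell over all genes, and 5 rose and 4 fell when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With the actin ratio as a covariate the estimates were 2.44 for TRAM1 (adjusted p = 0.370) and -0.99 for PDLIM7 (adjusted p = 0.578 from limma), neither past the test. As a group the list had a median of 0.16 in Beas-2B at 1 h (28 of 44 above 0), -0.14 in MeT5A at 48 h (15 of 44) and -0.19 in A549 at 7 days (12 of 44). In the rebuilt profiles 39 of the genes had a probe set in a significant profile in A549, 34 in Beas-2B and 36 in MeT5A, and for 18 the same probe set was in such profiles in all 3 lines, among them CD44, EZR, RHOA, IGFBP4 and XIAP. Among all probe sets kept in the 3 lines, 731 of 2165 were in significant profiles in each.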

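The 5 collagen genes of Table 3 moved in different directions over the pairs. COL1A1, a fibrillar collagen, was above control by 0.65 in A549 and 0.70 in Beas-2B at 6 h, and at 48 h stood at -0.30, 0.80 and -0.20 in A549, Beas-2B and MeT5A. At 48 h over the 3 lines, COL12A1 averaged -0.28, COL5A1 -0.17 and the basement membrane collagen COL4A1 -0.09, with COL6A2 at 0.00, and none passed limma's test (lowest adjusted p = 0.444, for COL12A1). The sign of COL4A1 in Beas-2B and MeT5A depended on the scaling, and the other probe sets of COL1A1 averaged -0.38 at 48 h against 0.10 for the one used. Over 20 measured collagens, 6 were above 0 at 48 h on average and the list fell by camera in limma (median -0.08, adjusted p = 0.00611, but adjusted p = 0.876 with an estimated correlation). COL18A1 (-0.57), COL5A2 (-0.42) and, against the rest, COL8A1 (0.78) and COL27A1 (0.50) differed most, and 1 member was higher and 1 lower when adjusted over the list alone. The list's median was 0.35 in A549 at 6 h (12 of 20 above 0), -0.13 at 48 h and -0.21 at 7 days, 0.03 in Beas-2B at 48 h (11 of 20 above 0), and -0.21 in MeT5A at 48 h (7 of 20 above 0), where the array of the same RNA with the higher actin ratio was higher by a median of 0.14. COL1A1 and COL4A1 each had 1 probe set in significant profiles in all 3 lines, whereas COL5A1, COL6A2 and COL12A1 had none.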

Changes in the expression of procollagen is known to accompany the altered expression of *TGF-β *and *FN1 *following amosite asbestos exposure [13].

### Canonical Correlation Analysis Results

Canonical correlation analysis (CCA) was used to identify genes that contribute to the statistical dependencies between the A549 and Beas-2B cell lines. The MeT5A cell line was excluded due to the scarce time points. Measurements of differential gene expression between exposed and non-exposed cells were used for both cell lines in the analysis. 

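The genes with the highest scores in the canonical correlation analysis of A549 and Beas-2B were the ribosomal RNA precursor RNA45SN5, MATR3, survivin (BIRC5), the activin antagonist FST, the prostaglandin synthase PTGS2 and the translation factor EIF5A. Whether a high score reflects a change shared by both lines or a large one in a single line was not tested. Of the genes the study names, BAX ranked at 15 of 9887, TXN at 83, FOS at 336, the matrix gene FN1 at 618, JUN at 633 and NFKB2 at 677. ITGA6 ranked at 1913, BNIP3L at 3204, ITGA4 at 4784, CAMK1 at 4967 and TMX1 (TXNDC) at 7626. The first canonical correlation across genes was 0.600 and the second 0.200, over 5 times of A549 and 4 of Beas-2B. With the genes of 1 line permuted, the highest first correlation was 0.0578 (permutation test, p = 0.0010, the smallest that 1000 permutations can give), though genes are not independent replicates. Between arrays of the same A549 and MeT5A RNA, EIF5A stood at -1.26 and -1.29 and BIRC5 at 2.09 and 0.85 on the array with the higher actin ratio. The chromosomal regions that the study tested in this list were not analysed here.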

Genes whose activation patterns show dependencies between two asbestos-exposed cell lines are more likely to be related to the asbestos exposure.

To achieve robust results, interpretation of the results was focused on gene groups rather than individual genes. We hypothesized that asbestos effects are spatially localized in chromosomes, and tested whether certain chromosomal regions were enriched in the gene list obtained by CCA. These regions could be potentially asbestos-affected (asbestos hotspots), and common to the cell lines.

Table 4 lists the most significant 21 regions (p-value < 0.03; q-value < 0.38). The number of genes contributing to the significance ranged from 1 to 71 genes (Additional file 5: CCA).

In the cluster analysis, the most significant cluster in Beas-2B (cluster 8; enrichment of genes in 10 regions) contained 3 regions corresponding to the regions identified in CCA (Table 4) and cluster 1 in MeT5A (enrichment of genes in 8 regions) contained 4 regions matching the CCA results, whereas none of the clusters in A549 had more than one region corresponding to the CCA results. Both the cluster analysis and CCA aim at revealing asbestos-related response, but they focus on different aspects of the data. In the three MeT5A clusters (enrichment of genes in 29 regions in total), we observed enrichment of genes in 7 regions corresponding to the CCA results, emphasizing that the changes do seem to reflect asbestos damage also in mesothelial cells.

Biological processes, such as "positive regulation of transcription, DNA-dependent" and "negative regulation of survival gene product activity", seen in the cluster and GO analyses (Table 2), were also associated with the genes in the regions of the CCA. Other processes that were found both in the CCA and the GO analysis were "calcium ion homeostasis", "frizzled signaling pathway", and "frizzled-2 signaling pathway", all known to contain asbestos associated genes [14]. These analyses are not, however, directly comparable, since they concentrate on different aspects of the data.

The CCA results were also correlated with the recently described germline 8-oxoguanine-rich regions in the human genome and the most significant 10 regions were found to be significantly associated with the 8oxoG regions (p = 0.024). These 8oxoG regions correlate with chromosomal regions that are frequently involved in recombination in the human genome. The regions affected by recombination are claimed to be more prone to damage through strand breaks [15].

## Discussion

We exposed transformed lung epithelial and mesothelial cells to asbestos and hybridized the samples from 3 to 6 time points to Affymetrix oligonucleotide arrays. The expression results were analyzed using three different methods to profile the expression pattern evoked by asbestos exposure (Fig. 1). The aim of this study was to profile gene expression at a genome-wide level to enable also other researchers to choose possible candidates for further investigation. Therefore we do not intend to discuss all the new potentially asbestos-related genes, but rather to select some examples. We are well aware that single genes are of little interest in profiling experiments when thousands of genes are evaluated. The genes we discuss here are some of those highlighted in three very diverse analyses. For complete results, see Additional files 1, 2, 3, 4, 5: GOanalysis, Cluster_analysis, CCA, A549clusters and Beas2Bclusters.

Many of the measured expression changes are probably due to the triggering of various universal cellular responses to foreign toxic substances, e.g., apoptosis or cell death. We anticipated that the use of three different cell lines would help us to pinpoint the specific asbestos-related effects. I.e. by comparing and identifying changes common to all cell lines, we expected to be able to neglect the expression changes associated with the malignancy or cell type and to concentrate on specific asbestos-related changes common to all cell types. Indeed, the number of GO terms shared by the cell lines increased with time, implying that response to the exposure occurs through the same pathways. Furthermore, the number of downregulated biological processes in each cell line increased with time, while the number of upregulated processes decreased (Fig. 1, bottom charts). This could be a consequence of apoptosis or cell death related functions. However, the failure of apoptotic functions to trigger cell death has been proposed to precede carcinogenic changes in a cell [16,17], making also the pathways and genes involved in the apoptotic processes worth investigating.

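Responses of A549 and Beas-2B to the same duration of exposure were compared over 9887 genes. The correlation across genes was -0.16 at 1 h, 0.28 at 6 h, 0.49 at 24 h and 0.18 at 48 h, so that it was highest at 24 h. EGR1 was above control at 24 h by 2.09 in A549 and 1.25 in Beas-2B, and at 24 and 48 h HSPB1, a small heat shock protein, was at -0.57 and -0.71 in A549 and -0.92 and -1.14 in Beas-2B. A549 and MeT5A correlated by 0.01 at 1 h and 0.35 at 48 h, and Beas-2B and MeT5A by -0.04 and 0.23. The mean correlation at matched times of A549 and Beas-2B was 0.196 (exact one-sided permutation test, p = 0.0417, the smallest that the 24 orders of the 4 times allow), and genes are not independent replicates. No gene passed limma's test for a response that differs between A549 and Beas-2B over the matched times (0 of 9887, with 302 higher in Beas-2B and 316 lower at an unadjusted p under 0.05). With the difference between arrays of the same RNA removed, the correlation at 48 h was 0.045 and the late minus early difference fell from 0.278 to 0.191. From the growing number of shared terms, the paper infers that the response to exposure runs through the same pathways, and it says that the growing number of downregulated and falling number of upregulated processes could follow from functions related to apoptosis or cell death.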

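Between early (1 and 6 h) and late (24 and 48 h) exposure, 113 of 9887 genes rose and 148 fell by limma at an adjusted p under 0.05 (1495 and 958 at an unadjusted p under 0.05), over 5 late and 5 early pairs with cell line as a factor. EGR1 rose by 1.69 log2 (standard error 0.20, adjusted p = 0.0038). The largest rises were those of CARMIL1 (1.98), an actin capping regulator, the mitochondrial polymerase MTPAP (1.96), XYLT2 (1.88), DOCK5 (1.71), EGR1, and the GTPase genes and partners RIT1 (1.67), CDC42SE2 (1.66) and RAP1GDS1 (1.58). Among the largest falls were the chaperone PPIB (-1.77), EIF5A (-1.65), the actin bundler FSCN1 (-1.43), BAX (-1.38, adjusted p = 0.0234), ATN1 (-1.36), RABL6 (-1.36), the histone H2BC12L (-1.31) and LY6E (-1.29). HSPB1 fell by 1.28 and the kinase MAP2K2 by 1.28, while the superoxide dismutase SOD2 rose by 0.93 and the survival genes MCL1 by 0.89 and IER3 by 0.78. DNA replication genes rose as a list (23 of 30 above 0, median 0.27, adjusted p = 0.0207 from camera in limma, adjusted p = 0.664 with an estimated correlation), with 1 gene, RRM2 (0.63), higher over all genes and 4 when adjusted over the list alone, but the list also differed by 0.24 between the arrays of the same A549 RNA.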

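The actin ratio rose between the early and the late pairs along with these genes. Between the 2 arrays of the A549 48 h RNA, the one with the higher ratio was higher by 1.53 for CARMIL1, 1.87 for DOCK5 and 2.10 for RAP1GDS1 and stood at -1.65 for FSCN1 and -0.84 for BAX. PPIB stood at -0.59 and ATN1 at -0.07 there, and between the MeT5A arrays BAX was at 0.46. With the ratio as a covariate the median size of the change went from 0.867 to 0.796 over the 261 genes, the median standard error from 0.189 to 0.360, and 0 genes passed by limma (397 higher and 412 lower at an unadjusted p under 0.05). Other probe sets were present above the median level for 146 of the 261 genes, and 170 of 260 such probe sets (65.4%) differed in the same direction, by a signed median of 0.14 against 0.84 for the one used. The second probe set of BAX was at -1.03 and that of PPIB at -1.50, but that of CARMIL1 was at 0.06, and the brighter probe sets of MCL1 were at 0.14 and -0.20. Leaving out the A549 6 h pair left 2 genes and leaving out the Beas-2B 1 h pair gave 489. Taking only the first array of each RNA with a second one left 0 genes by limma (1211 higher and 785 lower at an unadjusted p under 0.05). Taking only the second array gave 405. Of the 27306 probe sets above the median level, the share of those over 1.4-fold that were higher in exposed cells was 41.5%, 55.8%, 44.4%, 30.4% and 44.9% in A549 at 1, 6, 24 and 48 h and 7 days. It was 61.9%, 48.4%, 43.6% and 47.0% in Beas-2B at 1, 6, 24 and 48 h, and 63.8% and 35.9% in MeT5A at 1 and 48 h. The share crossed 50% in Beas-2B at 6 h with the scaling as deposited (55.8%) and with no filter (51.5%). With no filter and constants of 8 and 64 it was 50.6% and 51.1% in that pair. The share also crossed 50% in A549 at 24 h at a 2-fold threshold (61.3%). In A549 at 6 h it did so with the scaling as deposited and no filter (49.1%) and with a constant of 64 at 2-fold (49.7%). In Beas-2B at 48 h it did so by little, with a constant of 8 and no filter (50.5%). That of MeT5A at 1 h was 53.9% with the scaling as deposited and 33.9% with that scaling and no filter. The 2 arrays of the same RNA differed over 1.4-fold at 5166, 1417 and 3577 probe sets in A549, Beas-2B and MeT5A, against 1606 to 6638 between exposed and control cells.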

The asbestos associated genes *NFKB2 *and *IKBKB *[18,19] were present in the significant clusters of all cell lines (Table 3) and the GO term, "positive regulation of I-kappaB kinase/NF-kappaB cascade", associated with these genes was common for all the cell lines in both the cluster analysis and the GO analysis (Table 2). In addition, the genes within the GO term "cytoplasmic sequestering of NF-kappa B" were downregulated after 48h of asbestos exposure in all cell lines (Table 1). 

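NFKB2, a subunit of NF-kB, had 1 probe set in a significant profile in each cell line, but not the same one in all 3 lines. IKBKB, the kinase that releases NF-kB from its inhibitor, likewise had 1 of its 3 probe sets in such a profile in each line and 0 shared by all. For IKBKB the exposed Beas-2B cells at 48 h were 0.94 above control by the brightest probe set, against 0.03 and -0.48 by the others. In A549 the same brightest probe set was at -0.35 at 24 h and -0.60 at 7 days, and its sign in MeT5A depended on the scaling. Neither gene passed limma's test over the lines at 48 h, with 0.13 for NFKB2 (adjusted p = 0.736) and 0.31 for IKBKB (adjusted p = 0.518).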

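Of the 5 genes that Table 1 lists for the term, 4 were analysed here, FAF1, IL10, G3BP2 and the NF-kB inhibitor gene NFKBIA. FAF1, which binds the NF-kB subunit RELA, was above control at 48 h in A549 (0.25), Beas-2B (0.26) and MeT5A (0.16). NFKBIA was at 0.10 and 0.21 in the epithelial lines and -0.32 in MeT5A, and G3BP2 at 0.03, -0.10 and -0.03. IL10 was near the floor, at 0.12, 0.03 and 0.03. Only FAF1 lies above the level filter, so that 1 gene was tested on its own. NFKBIA has 2 probe sets, and its values here are those of the one used for the gene. The list's median was 0.11 in A549, 0.12 in Beas-2B and 0.00 in MeT5A, and the list did not pass at 48 h (2 of 4 above 0, adjusted p = 0.616 from camera in limma). Being drawn from the study's own table, the list is not independent evidence.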

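The probe sets of NFKB2 did not run alike. By its brightest probe set, of the '_s_at' kind, exposed cells stood above control at 1 h by 0.06 in A549, 0.43 in Beas-2B and 0.72 in MeT5A, and at -0.44, -0.84 and -0.83 in A549 at 24 h, Beas-2B at 24 h and MeT5A at 48 h, for a late minus early mean of -0.88. By the plain probe set used for the gene counts, the values at 1 h were -0.11, -0.04 and 0.43, those at 48 h were 0.31, -0.21 and 0.29, and the late minus early difference was -0.50 (standard error 0.24, adjusted p = 0.213 from limma). NFKB1 differed by 0.29 between early and late exposure (adjusted p = 0.451) and RELA by -0.11 (adjusted p = 0.709), while the second probe set of RELA was at -1.06. Of 28 NF-kB pathway genes and targets, 20 were above 0 at 48 h with a median of 0.15 (adjusted p = 0.112 from camera in limma), and 4 were higher when adjusted over the list alone. Line by line the median was 0.16 in A549 and 0.05 in Beas-2B and MeT5A, against 0.17 and 0.09 between arrays of the same A549 and MeT5A RNA. The chemokine CXCL8 averaged 0.72 at 48 h, the cytokine IL6 0.60, SOD2 0.52 and CXCL1 0.48, and none of these passed over all genes (adjusted p = 0.122 for CXCL8 and 0.112 for IL6 from limma). Between early and late exposure 15 of the 28 were above 0 (median 0.07, adjusted p = 0.737 from camera in limma), with SOD2 and the apoptosis inhibitor BIRC2 (0.74) higher over all genes. At 1 h, 18 of 28 were above 0 (median 0.04, adjusted p = 0.244), with TNFAIP3, a feedback inhibitor of NF-kB, at 1.60 in Beas-2B. The lines differed at 1 h, with medians of -0.14 in A549 (10 of 28 above 0), 0.09 in Beas-2B and 0.10 in MeT5A.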

*NFKB *is known to be upregulated by asbestos and indeed, both the pathways and the probe sets corresponding to this gene exhibited upregulation at the initial time points, but downregulation at the later time points. This might be due to the fact that cells treated with asbestos often undergo apoptosis or cell death, whereas *NFKB *activation is involved in inhibition of apoptosis and cell survival [7].

Thioredoxin (*TXN*) and thioredoxin reductase (*TXNRD1*) downregulate apoptotic processes. These genes have been found to be upregulated in malignant pleural mesothelioma [20,21] and TXN is also known to be involved in the DNA-binding activity of NFKB [22,23]. *TXNDC *is located in 14q22, found in the CCA results. This thioredoxin-related gene was also represented in a highly significant cluster in all three cell lines. It is also one of the genes contributing to differential expression of the GO term "positive regulation of transcription, DNA-dependent", which was downregulated in all cell lines after 48h of asbestos exposure (Table 1). This suggests that the activation of thioredoxin and thioredoxin-related products, and subsequently *NFKB*, is evoked by other asbestos-activated products, e.g., TNF-α, derived from cell types other than the epithelial cells.

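TXNDC is now named TMX1, a thioredoxin-related protein of the endoplasmic reticulum membrane. Its brightest probe set was above control at 48 h in A549 (0.29), Beas-2B (0.58) and MeT5A (0.12), for a mean of 0.33 (standard error 0.15, n = 3, adjusted p = 0.412 from limma). Its other probe set stood at -0.47, 0.22 and -0.64 in the same pairs, a mean of -0.30. In the rebuilt profiles TMX1 had a probe set in a significant profile in A549 only. Thioredoxin itself (TXN) rose by 1.04 between early and late exposure by the plain probe set (standard error 0.23, adjusted p = 0.0343 from limma), from -1.34 in A549 and -0.61 in Beas-2B at 6 h to 0.82 and 1.38 in Beas-2B at 24 and 48 h. Its far brighter second probe set, with a mean level of 11.72 against 7.81, stayed between -0.29 and 0.27 in every pair. With the actin ratio as a covariate the rise was estimated at 1.01 (adjusted p = 0.606), and TXNRD1 was at -0.01 at 48 h (adjusted p = 0.978).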

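Of the 72 measured genes of the transcription term in Table 1, 40 were above 0 at 48 h. The largest differences over the 3 lines were those of RBM14 (-0.44), the chromatin remodelling subunit ARID1B (0.42), beta-catenin CTNNB1 (-0.41) and the elongation factor ELL3 (0.40). The list's median was 0.05 in A549, 0.00 in Beas-2B and 0.03 in MeT5A, and its sign in the latter lines depended on the scaling. Camera in limma gave the direction down although the median was 0.02, with an adjusted p = 0.490, and 0 members passed by limma, both over all genes and adjusted over the list alone. The genes were listed by the study from these samples and are not independent evidence.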

*BNIP3L *is a potential tumor suppressor gene, associated with hypoxia-induced epithelial injury [24]. 

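BNIP3L, a BCL2-related protein of the mitochondrial membrane that is induced by hypoxia, was below control at 48 h in A549 (-0.18), Beas-2B (-0.35) and MeT5A (-0.71). The mean of -0.41 (standard error 0.16, n = 3 cell lines) did not pass limma's test (adjusted p = 0.339), and between early and late exposure the difference was 0.03 (adjusted p = 0.940). A second probe set of the gene was also below control at 48 h, at -0.37, -1.45 and -0.65. The other proapoptotic or survival genes listed with it in Table 1 were at -0.26 (BCL2L1), -0.50 (BAX) and 0.26 (HRK) on average at 48 h, the last near the floor. Together the 4 genes had medians of -0.18, -0.34 and -0.26 in A549, Beas-2B and MeT5A, at percentiles 3.5, 4.3 and 2.3 of random lists. Camera in limma gave an adjusted p = 0.124 for the list (1 of 4 above 0), and adjusted p = 0.629 with an estimated correlation over the same 4 genes. When only genes above the level filter were used, which leaves out HRK, it gave an adjusted p = 0.00684, down. The value with an estimated correlation does not refer to that filtered list. When adjusted over the list alone, which the study drew from these samples, 2 were lower. No probe set of BNIP3L differed from control by 0.5 log2 or more in A549 at a level above the filter, 2 were in significant profiles in Beas-2B and 1 in MeT5A. Over 26 genes of the BCL2 family and apoptosis the median was -0.05 at 48 h (10 above 0, adjusted p = 0.186).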

Similar to *TXNDC*, *BNIP3L *was represented in all analyses, i.e., in the region 8p21 respresented in the CCA results, in the significantly downregulated GO term "negative regulation of survival gene product activity" (Tables 1 and 4), and it was present in the highly significant clusters 1, 8, and 2 (A549, Beas-2B, and MeT5A, respectively). *TXNDC *and *BNIP3L *were the only genes represented with such high significance in all analysis results and they can be readily envisaged as being associated with asbestos-related cellular damage based on their functions and their relationships with previously known asbestos-associated genes.

Asbestos-associated protein kinase c, delta (*PKC-δ*)and *p*-adducin (*ADD*) [4,25] were represented in significant clusters in all cell lines and *ADD3 *was represented in the most significant cluster of all cell lines (Fig 2A, D and 2G). 

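PRKCD, which encodes the delta isoform of protein kinase C, was above control in A549 at 1 h (0.50) and below it at 24 h (-0.34) and 7 days (-0.77), and lay within 0.07 of control in Beas-2B at every time. In MeT5A it was at 0.12 at 1 h and -0.24 at 48 h. The mean at 48 h was -0.09 (adjusted p = 0.801 from limma) and the difference between early and late exposure -0.26 (adjusted p = 0.325). ADD3, a membrane skeleton protein, was at -0.27 in A549, -0.61 in Beas-2B and 0.06 in MeT5A at 48 h, a mean of -0.27 (adjusted p = 0.517), and its other probe sets gave 0.07, -0.44 and -0.43. ADD3 had 1 of 4 probe sets in significant profiles in all 3 lines and ADD1 1 of 4, while the single probe set of PRKCD was kept in A549 only.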

*ADD1 *has also been found to be upregulated in asbestos-exposed lung cancer patients [10]. Furthermore, *PKC-δ *maps to a chromosomal area closely adjacent to 3p21, a region that has recently been found to be more frequently affected by loss of heterozygosity in asbestos-exposed than in non-exposed lung cancer patients [8,26]. Crocidolite asbestos is believed to modulate the intracellular calcium levels through activation of *PKC*, pointing to a possible involvement of calcium related pathways and genes [4]. We found both calcium-related genes and GO terms in the results of all analyses.*CAMK2D *was represented in high-ranking clusters of all cell lines and the potential asbestos hotspot regions identified by CCA harbored *CAMK1*. In addition, many other genes belonging to calcium-related biological processes were represented in the CCA data (Additional file 5: CCA). 

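CAMK2D, a calcium and calmodulin dependent kinase, stayed within 0.36 of control at 48 h in the 3 lines, with a mean of 0.06, and differed by 0.29 between early and late exposure (standard error 0.16, adjusted p = 0.257 from limma). Its lowest values were -0.56 in A549 and -0.27 in Beas-2B at 6 h, and its other probe sets gave means of 0.05, -0.06, -0.47 and 0.20 at 48 h. CAMK1 was above control at 6 h in A549 (0.74) and Beas-2B (0.57) and below it at 24 h in both (-0.23), for a late minus early difference of -0.46 (standard error 0.19, adjusted p = 0.148). Of 39 measured calcium signaling genes, 17 were above 0 at 48 h and the median was -0.02 (adjusted p = 0.150 from camera in limma), with none past the test over all genes or adjusted over the list alone. The phospholipase PLCB4 (0.66), the plasma membrane calcium pump ATP2B1 (0.63), PLCB3 (0.32) and NFATC1 (-0.29) differed most. Between early and late exposure the list had a median of -0.03 (18 above 0, adjusted p = 0.121), and 1 member was lower when adjusted over the list alone. For CAMK2D 1 of 5 probe sets was in significant profiles in all 3 lines.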

The GO analysis revealed that the biological process "calcium ion transport" had been affected in both Beas-2B and MeT5A cells (Additional file 1: GOanalysis).

The only upregulated biological process common to all three cell lines at the 48h time point in the GO analysis was "sensory perception of smell", which has not previously been proposed to be asbestos-associated. 

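Of 102 measured olfactory receptor genes and pseudogenes, 59 were above 0 at 48 h, and their median difference was 0.02 in A549, 0.00 in Beas-2B and 0.05 in MeT5A. These medians lay at percentiles 42, 26.6 and 78 of random lists with the same expression level, and the list did not pass (adjusted p = 0.969 from camera in limma). Nearly all members were at the floor of the arrays: 6 were above the level filter, of which the brightest, the pseudogene OR7E37P, averaged 0.38 at 48 h and OR7E12P 0.41. OR7E47P was at 0.34 and OR5P3 at -0.33, and none passed limma's test, over all genes or adjusted over the list alone. The 20 measured taste receptors had 13 members above 0, with TAS2R1 at -0.31 and TAS2R14 at 0.25, and percentiles of 17 in A549, 25 in Beas-2B and 93.5 in MeT5A. For the taste receptors camera gave the direction down while the median was 0.03 (adjusted p = 0.969 from limma).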

The majority of the genes involved in this process are G protein coupled olfactory receptors and taste receptors. G proteins have been suggested to be involved in the respiratory burst (release of ROS) caused by asbestos [27]. Furthermore, many G protein-associated biological processes, e.g., "G-protein signaling, coupled to IP3 second messenger" and "G-protein coupled receptor protein signaling pathway", were represented in our results (see Additional files 1 and 5: GOanalysis and CCA). This could indicate that the expression of G proteins is specifically altered by asbestos, possibly causing the release of ROS, which is known to contribute to carcinogenesis and progression to malignancy [28].

The most significant region according to the CCA was 2p22 (Table 4). It precedes a region (2p21-p16.3) that we have previously shown to be differentially altered in lung carcinomas of asbestos-exposed patients than in non-exposed patients' carcinomas [8]. A region homologous to the human 2p25-p21 has been reported to be amplified in radon-induced rat lung tumors [29], which could point to preferential damage that, for example, ROS production caused in this region of the genome. Additionally, a *c-fos*-like gene (*FOSL2*), which maps close to 2p21-p16.3, was present in significant clusters of all cell lines (Table 3). 

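FOSL2, a FOS-related subunit of the AP-1 transcription factor, was above control in all 5 early pairs and below it in all 5 late pairs, the value of MeT5A at 48 h (-0.02) changing sign with the scaling. It was at 0.88 in A549 and 0.71 in Beas-2B at 6 h and at -0.36 and -0.43 at 24 h. The difference between early and late exposure was -0.66 (standard error 0.18, n = 5 late and 5 early pairs), just short of the threshold (adjusted p = 0.0595 from limma). Its 4 other probe sets gave 0.01, -0.88, -0.95 and -0.60, and 1 of the 5 was in significant profiles in all 3 lines. FOS was above control in A549 at 1 h (0.89) and differed by -0.01 between early and late exposure. JUN was at -0.68 and 0.44 in A549 and Beas-2B at 1 h and 0.82 in Beas-2B at 24 h, with a late minus early difference of 0.48 (adjusted p = 0.173). Between arrays of the same RNA, the one with the higher actin ratio stood at -0.45 in A549 and 0.08 in MeT5A for FOSL2.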

The early response genes *c-fos *and *c-jun *are closely linked to asbestos exposure [30]. Our results also revealed that the GO term "negative regulation of JNK activity", which regulates JUN kinase activity, was downregulated at the 48h time point in all cell lines (Table 1). 

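HIPK3, a kinase listed under this term, was at -0.09 in A549, -0.06 in Beas-2B and -0.14 in MeT5A at 48 h, a mean of -0.10 (adjusted p = 0.801 from limma), and its dimmer second probe set averaged -0.65. In Beas-2B the sign of HIPK3 depended on the scaling. Of the 38 measured genes that Table 1 lists under regulation of MAPK activity, 24 were above 0 at 48 h, with medians of 0.10, 0.01 and 0.02 in the 3 lines and an adjusted p = 0.616 from camera in limma. The phosphatase DUSP6, which limits ERK signaling, averaged 0.67, with 0.46 in A549, 1.19 in Beas-2B and 0.36 in MeT5A, whereas GPS1 averaged -0.66. ADORA2B and S1PR2, both receptors, were each at 0.32, and 1 member was higher and 1 lower when adjusted over the list alone. For the MAP kinase pathway as a whole, 18 of 25 genes were above 0 at 48 h (median 0.09, adjusted p = 0.690), with MAP2K2 at -0.73 and MAPK3 at -0.42. That pathway list stood at 0.21 in A549 and 0.20 in Beas-2B at 24 h, both with 19 of 25 members above 0. The 34 genes of Ras signal transduction from the same table had medians of 0.09, -0.03 and 0.00, and the signs of both smaller medians depended on the scaling.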

Based on these results, the short arm of chromosome 2 could be an important potential target for DNA damage by asbestos, either directly or indirectly through ROS or other by-products. It is noteworthy that the probe sets located in 2p were substantially enriched in the highly significant clusters 9 of A549 (p = 0.00032) and 5 of Beas-2B (p = 0.000114) (data not shown).

Some of the crucial chromosomal aberrations in mesothelioma occur in 3, 4q, 5p, 6q, 8q22-q23, 9p, 14q12-q24 and 15q [9,31-35]. These regions correspond to the CCA results, strengthening the hypothesis that some chromosomal regions could be more prone to DNA damage caused by asbestos. Additionally, CCA revealed two interesting integrin genes in 2q31, *ITGA4 *and *ITGA6*. 

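ITGA6, the laminin receptor subunit, was 1.31 above control in Beas-2B at 48 h and at -0.16 in A549 and -0.33 in MeT5A, for a mean of 0.27 (adjusted p = 0.676 from limma). A second probe set of ITGA6 was at -0.02 in that Beas-2B pair and averaged -0.19. ITGA4, a fibronectin and VCAM receptor subunit close to the floor of the arrays, was at 0.21, 0.29 and -0.05 at 48 h (mean 0.15, adjusted p = 0.666), and between early and late exposure it differed by 0.09 (adjusted p = 0.790) and ITGA6 by 0.35 (adjusted p = 0.364). Over 18 measured integrins, 13 were above 0 at 48 h with a median of 0.04, although camera in limma gave the direction down (adjusted p = 0.969), and none passed over all genes or adjusted over the list alone. ITGA3 averaged -0.41, ITGAV 0.22 and ITGB5 0.21. In Beas-2B at 48 h the list had a median of 0.26 and 15 of 18 members above 0, with ITGAV at 0.72 and ITGB8 at 0.52, in the pair with the largest difference in the actin ratio.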

*ITGA4 *was significantly underexpressed in asbestos-exposed lung cancer patients [10] and *ITGA6 *has been associated with asbestos [6,36]. The long arm of chromosome 2 contains two fragile sites, FRA2G and FRA2H closely preceding and adjacent, respectively, to the region in the CCA results, suggesting that damage in these areas could cause specific changes in the expression of genes localized between the fragile sites. We have previously found fragile sites to be associated with asbestos-related copy number aberrations in lung cancer patients [8]. Furthermore, the *ITGA *genes are involved in calcium ion binding functions.

The significant clusters of the differentially expressed genes in the A549 cell line contained more genes located in regions corresponding to regions with differential copy number changes in asbestos-related lung cancer than was the case with the Beas-2B and MeT5A cell lines. This could possibly be attributable to the fact that A549 is a malignancy-derived cell line from a lung adenocarcinoma, whereas Beas-2B and MeT5A are SV40-transformed non-malignant cells that may exhibit the early effects of asbestos more clearly. This hypothesis is strengthened by the finding of enrichment of differentially expressed genes in regions corresponding to the CCA results in the clusters of the MeT5A cells, although this cell line was not included in the CCA.

## Conclusion

This study describes the asbestos-related gene expression profiles in lung epithelial and mesothelial cells at different time points. Clearly, *in vitro *experiments can never precisely reflect the conditions and mechanisms *in vivo*; for example, interactions between inflammatory cells and with the extra-cellular matrix are missing. Furthermore, both Beas-2B and MeT5A are SV40-immortalized cells which may contribute to some of the gene expression changes. However, efficient use of controls and careful selection of bioinformatics methods should account for these limitations and minimize the false negatives and positives. We expect these expression profiles may provide a better understanding of the mechanisms behind asbestos-associated disease, especially when correlated with gene expression data and CGH array data from asbestos-exposed lung cancer and mesothelioma patients [6,8-10,36-39].

## Methods

### Cell Lines

Human lung adenocarcinoma (A549) cells, human SV40-transformed bronchial epithelial (Beas-2B) cells, and SV40-immortalized pleural mesothelial (MeT5A) cells (American Type Culture Collection, Rockville, MD, USA) are well characterized and have been widely used as cell lines in pulmonary research [21,40-42]. The cells were cultured as described previously [43-46]. Briefly, A549 cells (American Type Culture Collection, Rockville, MD) were cultured in nutrient mixture F-12 growth medium supplemented with 15% fetal calf serum (FBS), 100 U/ml penicillin and 100 mg/ml streptomycin at 37°C in a 5% CO_2 _atmosphere. Beas-2B cells (National Cancer Institute, Laboratory of Human Carcinogenesis) were cultured according to the manufacturer' instructions (bronchial epithelial cell growth medium [BEGM]; Clonetics Inc., San Diego, CA). MeT5A cells were cultured using RPMI 1640 medium supplemented with 10% heat inactivated FBS, 0.003% L-glutamine, 100U/ml penicillin, and 100 mg/ml streptomycin at 37°C in a 5 % CO_2 _atmosphere.

Semi confluent cell cultures were exposed to crocidolite (International Union Against Cancer, Johannesburg, South Africa) (2 βg/cm^2 ^for A549 and Beas-2B cells and 1 βg/cm^2 ^for MeT5A cells) for different time points in the culture medium. The fibre doses were based on previous studies in our laboratory and by others [44-46]. Samples were collected from each cell line before any asbestos exposure or treatment (0h), from asbestos-exposed and control (not exposed, parallel cultures) A549 and Beas-2B cells at 1h, 6h, 24h, and 48h, with additional 7 days for A549. Samples from the MeT5A cell line were collected at 1h and 48h from exposed and parallel non-exposed control cells. The cultures and exposures were conducted on three or more separate tissue culture plates (T25 and T75), and the cells were pooled before hybridization to eliminate the need of biological replicate hybridizations. RNA was extracted and purified using Qiagen RNeasy kit (Qiagen Inc., Valencia, CA, USA) and RNA quality was measured using Agilent's BioAnalyzer (Agilent Technologies, Palo Alto, CA).

### Gene Expression Microarray

All samples, including one replicate from any time point for each cell line, were hybridized to Affymetrix Human Genome U133 Plus 2.0 oligonucleotide microarrays (Affymetrix, Santa Clara, CA). Reverse transcription of 5 βg high-quality total RNA to cDNA was carried out using the Superscript Double Stranded cDNA Synthesis kit (Invitrogen, Paisley, UK). The cDNA was linearly amplified and *in vitro *transcription reactions using the BioArray high-yield RNA transcript labelling kit (T7; Enzo Life Sciences, Farmingdale, NY) were carried out to produce biotinylated CTP and UTP-labelled cRNA. Labelled and fragmented cRNA was then hybridized to the Affymetrix microarrays for 16 h at 45°C in a rotating oven (60 rpm). The arrays were washed and stained with streptavidin-phycoerythrin (SAPE) in a Fluidics station 450 [47], and scanned with Affymetrix GeneChip Scanner 3000. The image was analyzed using the GeneChip operating software (GCOS; Affymetrix, Sacramento, CA) and comparison analysis was done according to the instructions provided by the manufacturer.

### Gene Expression Data Analysis

Affymetrix Analysis Suite v. 5 (MAS-5) was used to scale the arrays to the target value of 100 and to define the absent and present calls. 

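In the deposited signals the ratio of the 3' to the 5' probe set was 0.857 to 2.61 for GAPDH and 0.964 to 6.55 for beta-actin over the 27 arrays. The highest value of each was found in an exposed Beas-2B sample, for actin at 48 h and for GAPDH at 6 h. Among controls, the actin ratio was highest in A549 at 6 h, at 3.28.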

Samples with a background of 35–70 and housekeeping control genes signal ratios close to 1.0 were included in the data analysis.

The hybridization data was pre-processed using RMA (Robust Multi-array Average) [48] with default settings (i.e., quantile normalization) in R. AFFX control sets and probe sets lacking GeneID information were excluded from the analysis. RMA pre-processing, designed to enhance the comparability of expression values between separate arrays, produces a single logarithmic expression value for each probe set in the Affymetrix arrays. When two arrays were used to measure the same experimental conditions (replicates), the mean of the two RMA values was used as the expression value. 

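Over all probe sets the 2 arrays of the same RNA correlated by 0.974 (Pearson) and 0.894 (Spearman) for A549 at 48 h, 0.988 and 0.917 for Beas-2B at 24 h, and 0.979 and 0.881 for MeT5A at 48 h. The SD between them was 0.24, 0.17 and 0.22 log2. RIT1 differed between the A549 arrays by 1.56 and between the MeT5A arrays by 1.54, CDC42SE2 by 1.09 and 1.08, and MTPAP by 0.85 and 1.57, each higher on the array with the higher actin ratio. Between the MeT5A arrays XYLT2 differed by 2.02, RUFY2 by 1.78 and EGR1 by 0.92, and CLPTM1 stood at -1.09 and ID1 at -1.14. The log2 actin ratio was -0.02 and 1.79 on the A549 arrays, 1.22 and 1.29 on the Beas-2B arrays and 2.10 and 0.69 on the MeT5A arrays. The differences between arrays in A549 and in MeT5A correlated by 0.40 across genes, and the A549 difference correlated by 0.46, 0.36 and 0.36 with the exposure effect in A549 at 24 h, Beas-2B at 24 h and MeT5A at 48 h, against -0.22 in A549 at 1 h and -0.29 at 6 h. It also correlated by -0.26 with Beas-2B at 6 h, where the pair's ratio was raised, and by 0.16 with A549 at 7 days, where it was lowered.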

The technical replicates from each cell line correlated within acceptable values. Because Affymetrix oligonucleotide arrays are considered reliable, we did not use additional replicates.

Gene and chromosome band assignments were obtained from the BioConductor package 'hgu133plus2', version 1.10.0 [49]. Only unique assignments to properly named chromosome bands were used in the analysis.

### Bioinformatics Analysis

#### Gene Ontology Analysis

A statistical analysis of Gene Ontology (GO) annotation terms similar to that described by Breitling et al. [50] was performed to identify asbestos exposure-associated biological processes.

The analysis was carried out at each time point for both under- and overexpressed groups of genes. All cell lines were analyzed separately. Briefly, genes were first rank-ordered according to their logarithmic fold-change values between exposed cases and controls. When multiple probe sets corresponded to a unique gene (GeneID), we chose the '_at' set with the highest overall expression level in the three cell lines. When no '_at' sets were available, one of the sets was chosen at random. Genes involved in each biological process were assigned and a hypergeometric distribution was used for the statistical evaluation of enriched terms. Affected biological processes were determined by using the iGA algorithm of Breitling et al [50]. For a given gene class, iGA computes the minimal class-wise hypergeometric "p-value". The significance of this statistical indicator was here assessed by comparing its value against a distribution from 10 000 random permutations of the data. GO terms with permuted p-value of less than 0.01 were considered interesting.

To detect the most detailed (with the least genes) biological processes affected, the GO terms were ordered in branches according to their parent-child relationships. The branches form a tree-like structure where processes in each branch are related. Due to this close relationship, we assumed that truly affected processes should be detected on several levels of the tree. We therefore identified branches with at least three affected terms (p < 0.01).

#### Cluster Analysis

After RMA pre-processing and averaging of replicates, a differential expression time series of each probe set was formed by subtracting the expression values measured in the non-exposed control from the values in the asbestos exposed sample at each time point.

Probe sets were removed before cluster analysis (i) when none of the time points showed an approximate >1.4-fold (v2) difference between the non-exposed and exposed cases, (ii) when the probe sets did not have an associated gene title, and (iii) when the "present/marginal/absent" expression rating system used in Affymetrix microarray analysis software [47] (here, an open source implementation [51] of the Affymetrix algorithms was used instead) declared a probe set as absent in all microarrays relevant to the experiment. Each probe set was treated as the sole representative of a gene. The number of probe sets remaining after the pruning procedures was 7 538 (MeT5A), 12 436 (A549), or 16 640 (Beas-2B). A total of 19 710 out of the 54 675 different probe sets on the Affymetrix array were included in the cluster analysis of at least one cell line.

The reduced data set from each cell line was clustered using an algorithm specifically designed for short time series expression data [52,53]. Significant clusters were not grouped as in the original paper. The clustering procedure assigned each probe set into a single cluster. The total number of clusters was set to 50, and the algorithm labelled some as being statistically significant (p < 0.05, Bonferroni corrected) using a permutation test.

Furthermore, the enriched biological processes (GO) as well as enriched chromosomal regions (both referred to as "terms" in the following) for each cluster were accounted for by calculating the probability of having at least the observed number of probe sets associated with a given term, assuming a random selection of probe sets. All 54 675 probe sets on the microarray were used as a reference set. The possible enrichment of the terms in different subsets (clusters) of the reference set was evaluated by computing p-values from the hypergeometric distribution.

#### Canonical Correlation Analysis

CCA [54] was performed on the A549 and Beas-2B cell lines. This method describes the shared variation between two data sets. The MeT5A cell line was omitted from the analysis due to the scarcity of time points. Multiple probe sets corresponding to the same gene were treated as in the GO analysis. Genes were ordered, based on the results from CCA, according to their contribution to the dependencies of the two data sets. This was measured by the squared sum of CCA projection scores. Enrichment in 307 chromosome bands was tested. The p-values were evaluated based on permutation test as in the GO analysis.

## Authors' contributions

PN and PL carried out the microarray hybridizations, participated in the coordination of the bioinformatics analysis design, interpreted the analysis results and drafted the manuscript. MK performed the pre-processing of the data and the cluster analysis. LL performed the CCA. SR performed the GO analysis. JH and SKa coordinated and participated in the choice and design of the bioinformatics analyses. VK arranged the cell cultures and exposures. SA, VK and SKn conceived the study and participated in its design, as well as coordinated the drafting of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 GO analysis. The file contains enriched biological processes in each time point and each cell line. Click here for file

Additional File 2 A549 clusters. The file contains profiles from all significant clusters in cell line A549. The X-axis shows the time points from 0h-7 days) and the Y-axis shows an expression ratio profile that is representative of all probe sets in the cluster. Due to the correlation based distance measure used in the clustering method (Ernst et al, 2005), the scale of the Y-axis is not significant. Click here for file

Additional File 3 Beas-2B clusters. The file contains profiles from all significant clusters in cell line Beas-2B. The X-axis shows the time points from 0h-48h and the Y-axis shows an expression ratio profile that is representative of all probe sets in the cluster. Due to the correlation based distance measure used in the clustering method (Ernst et al, 2005), the scale of the Y-axis is not significant. Click here for file

Additional File 4 Cluster analysis. The file contains lists of all genes included in all significant clusters of each cell line. Click here for file

Additional File 5 Canonical correlation analysis. The file contains list of genes contributing to the enrichment of the chromosomal regions that contribute to the common correlation between the cell lines A549 and Beas-2B. Click here for file

## Figures and Tables

**Figure 1:**
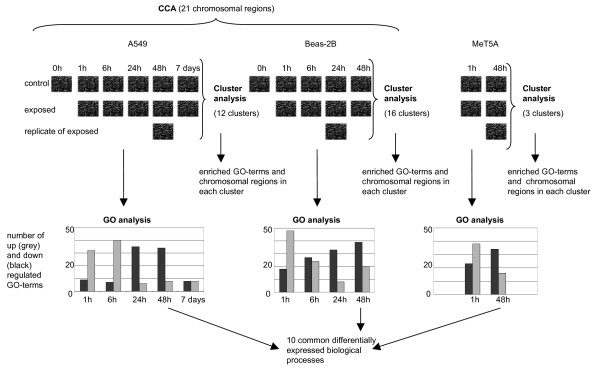
Overall study design.

**Figure 2:**
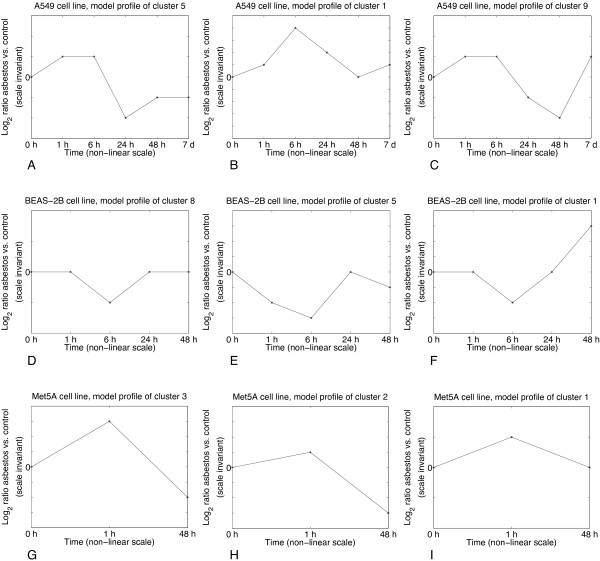
Profiles of the most significant clusters in A549 (A-C), Beas-2B (D-F) and MeT5A (G-I) cells. The X-axis shows the time points from 0 h-48 h (or in the case of A549, 7 days) and the Y-axis the expression ratio profile that is representative of all probe sets in the cluster. Due to the correlation-based distance measure used in the clustering method [48], the scale of the Y-axis is not relevant.

**Figure 3:**
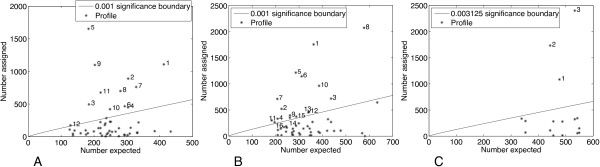
The significance of each cluster in A549 (A), Beas-2B (B), and MeT5A (C). The X-axis shows the number of expected probe sets and the Y-axis the number of assigned probe sets in each cluster. The clusters above the line are considered statistically significant based on permutation tests.

**Table 1:** GO analysis results. Differentially expressed biological processes common in all cell lines after 48 h of exposure.

GO term*	**P-value/expression**	**Genes contributing to the differential expression**	**Total no. of genes in the GO term**
Negative regulation of helicase activity	< 0.01/down	*TP53*	2
Regulation of mitochondrial membrane permeability	< 0.01/down	*TP53*	8
Positive regulation of transcription, DNA-dependent	< 0.005/down	*ARID1A, THRAP3, GLIS1, FOXD3, ARHGEF11, ATF6, ESRRG, NCOA1, FHL2, CTNNB1, SCAP, SMARCC1, ZBTB38, TP73L, PPARGC1A, NARG1, MAML3, IL31RA, CDK7, RNF14, PPARGC1B, NSD1, MAML1, SQSTM1, NOTCH4, HMGA1, TBN /// LOC441149, TBN, TRERF1, FOXO3A, ASF1A, PLAGL1, ARID1B, CREB5, SMARCD3, GATA4, GLIS3, RXRA, NCOA4, EHF, HTATIP, RBM14, RBM14 /// MGC15912, HBXAP, CRSP6, MAML2, ATF7IP, SURB7, SP1, SMARCC2, GRIP1, TBX5, RAN /// LOC391717, NARG1L, RB1, TXNDC, MED6, TP53BP1, ELL3, PIAS1, MKL2, TGFB1I1, CTCF, MAP2K3, PPARB, BRCA1, THRAP, PIAS2, SMAD2, ILF3, MECT1, CCNE1, MLL4, DYRK1B, NCOA3, NRIP1, RUNX1, SEC14L2, ATF4, PHF5A, G22P1, CRSP2, MED12*	848
Negative regulation of JNK activity	< 0.01/down	*HIPK3*	5
Prenylated protein catabolism	< 0.01/down	*PCYOX1*	4
Negative regulation of survival gene product activity	< 0.01/down	*BNIP3L, HRK, BCL2L1, BAX*	19
Ras protein signal transduction	< 0.01/down	*PARK7, MFN2, CNKSR1, LCK, NOTCH2, IQGAP3, SOS1, LZTFL1, RASSF1, MRAS, PLD1, G3BP2, FGF2, IQGAP2, KIAA1961, RAPGEF6, G3BP, RREB1, RGL2, PLCE1, SHOC2, RASGRP2, IGF1, RASGRP1, TPM1, IQGAP1, LAT, GAS8, GRAP, KSR, NF1, GRB2, RASGRP4, RRAS, NU62, NUP62 /// IL4I1, CRKL, GRAP2*	477
Cytoplasmic sequestering of NF-kappaB	< 0.005/down	*FAF1, IL10, G3BP2, NFKBIA, BCL3*	22
Regulation of MAPK activity	< 0.005/down	*MAP3K6, SHC1, RGS4, LAX1, KIAA1804, TRIB2, SPRED2, DUSP2, MAP3K2, ZAK, PROK2, PIK3CB, ADRA2, EGF, FGF2, PRKAA1, PPP2, DUSP22, DAXX, MAPK3K5, DBNL, PP2CB, TRIB1, RGS3, PLCE1, DUSP8, HPK3, MAP3K11, PP2R1B, DUSP6, MBIP, MAP4K5, MAP3K9, SPRED1, HSPC121, GPS2, ADORA2B, GPS1, EDG5, PKN1, MAP4K1, MAP3K10, C5R1, PPP2R1, TRIB3, BIRC7, DUSP9*	244
Sensory perception of smell	< 0.005/up	*TAS1R1, TAS1R2, OR10K1, OR10, OR2C3, OR1C1, OR2W3, OR2L13, OR2M4, ADCY3, GRM7, SLIT2, YGT2A1, TAS2R1, OR2B2, ORB2B6, OR2W1, OR2B3, OR5U1, OR5V1, OR12D3, OR5V1 /// OR12D3, OR12D2, OR11A1, OR10C1, OR2H1, OR2H2, CYB5R4, TAS2R16, GRM8, TAS2R3, TAS2R4, TAS2R5, TAS2R38, OR6W1, TAS2R39, TAS2R40, TAS2R41, OR6B1, OR2S2, OR1J2, OR1J4, OR1Q1, OR51E1, OR51E2, OR52A1, OR51B4, OR51B2, OR51M1, OR51I1, OR51I2, OR52D1, OR6A2, OR10A4, OR5P2, OR5P3, PR5E1, OR10A3, OR5I1, OMP, OR8G1 /// LOC442754, OR8D1, OR8B2, OR8B8, TAS2R45, TAS2R7, TAS2R8, TAS2R9, TAS2R1, TAS2R13, TAS2R14, TAS2R50, OR4N4, OR1F1, OR1F2, OR2C1, OR1D2, OR1G1, OR1A2, OR1A1, OR3A2, OR3A1, OR1E1 /// OR1E2, OR4D1, OR4D2, OR7D2, OR7E19, OR7C1, OR7A5, OR7A10, OR7A17, OR7C2, OR1I1, OR10H2, C5R1*	2589

*see Additional file 1: GOanalysis for all significant GO terms at each time point.

**Table 2:** Cluster analysis versus GO analysis. Common up- and downregulated biological processes (GO) in the cluster analysis and the GO analysis. Processes significant in more than one time point of any cell line in the GO analysis and occurring in more than one cluster of any cell line.

**GO biological process**	**Cluster analysis**			**GO analysis**
		
	**A549 cluster number (uncorrected p-value)**	**Beas-2B cluster number (uncorrected p-value)**	**MeT5A cluster number (uncorrected p-value)**	
Antigen processing, endogenous antigen via MHC class I	5 (9.52 × 10^-10^)	12 (1.31 × 10^-3^)		A549 1 h up A549 24 h down
Apoptotic program	9 (2.58 × 10^-3^)	6 (3.00 × 10^-3^)	2 (2.55 × 10^-4^)	Beas-2B 24 h down A549 48 h down
Cytoskeletal anchoring	9 (2.04 × 10^-3^)	6 (2.44 × 10^-3^), 16 (1.38 × 10^-3^)	2 (2.85 × 10^-3^)	A549 24 h down MeT5A 48 h down
Nucleosome assembly	1 (5.68 × 10^-4^)	3 (2.52 × 10^-3^), 5 (4.02 × 10^-3^), 13 (1.13 × 10^-3^)		Beas-2B 1 h down MeT5A 1 h up
Regulation of DNA replication	5 (9.56 × 10^-3^)	11 (3.02 × 10^-3^)		A549 1 h up A549 6 h up Beas-2B 24 h down Beas-2B 48 h down
Regulation of translational initiation	1 (7.00 × 10^-5^)		2 (5.73 × 10^-3^)	A549 48 h down Beas-2B 6 h down Beas-2B 48 h down MeT5A 1 h up
Positive regulation of transcription, DNA-dependent	8 (1.59 × 10^-3^)		2 (3.73 × 10^-3^)	A549 48h down Beas-2B 6h down MeT5A 1h up MeT5A 48h down
Positive regulation of I-kappaB kinase/NF-kappaB cascade	1 (5.98 × 10^-3^), 4 (1.03 × 10^-4^)	1 (2.36 × 10^-3^), 16 (1.17 × 10^-4^)	2 (2.07 × 10^-3^)	A549 6h up A549 24h down A549 48h down Beas-2B 6h down Beas-2B 24h down Beas-2B 48h down MeT5A 1h up
Negative regulation of survival gene product activity	8 (9.92 × 10^-3^)		2 (4.06 × 10^-4^)	A549 6h up A549 24h down A549 48h down Beas-2B 1h down Beas-2B 24h down Beas-2B 48h down MeT5A 1h up MeT5A 48h down

**Table 3:** Asbestos-related genes. Previously identified potential asbestos-associated genes represented in significant clusters of all cell lines. (Affymetrix IDs are available upon request)

**Asbestos-associated gene**	**A549 cluster**	**Beas-2B cluster**	**MeT5A cluster**	**Chr. loc**
Mesothelioma-associated genes*				
*BIRC5*	5	13	2	17q25
*BTG2*	5	7	3	1q32
*CALU*	9	8	3	7q32
*CALU*	9	8	3	7q32
*COL1A1*	5	10	2	17q21.33
*COL4A1*	5	8	2	13q34
*COL5A1*	5	14	2	9q34
*COL6A2*	5	3	2	21q22
*FN1*	9	6	3	2q34
*HMGB1*	9	3	2	13q12
*HNRPH1*	5	7	2	5q35
*IGFBP4*	4	10	3	17q21.2
*KIBRA*	5	6	3	5q34
*LU*	2	3	2	19q13
*LU*	2	10	3	19q13
*NF2*	5	7	2	22q12
*PDLIM7*	2	7	2	5q35
*PDLIM7*	5	7	2	5q35
*PEG10*	9	8	3	7q21
*POM121*	4	13	2	7q11
*PTPRF*	5	13	2	1p34
*PXN*	5	13	2	12q24
*TPD52L1*	5	6	1	6q22.31
*TP53*	5	7	2	17p13
*TXN*	11	1	1	9q31
*VEGF*	9	8	3	6p12
*VEGF*	9	8	3	6p12
*VIL2*	8	16	2	6q25.3
Human homologs of asbestos associated murine genes^†^				
*BIRC4*	6	7	1	Xq25
*BIRC4*	7	13	1	Xq25
*BMP2*	5	14	1	20p12
*CD44*	9	14	2	11p13
*CSNK2A1*	9	13	2	20p13
*CTSB*	1	14	1	8p22
*FAS*	1	8	1	10q24
*FAS*	1	8	1	10q24
*IQGAP1*	9	6	3	15q26
*MAP4K4*	1	8	3	2q11.2
*PLEC1*	9	6	2	8q24
*PTPN14*	9	6	3	1q32
*PTPRF*	5	13	2	1p34
*RHOA*	9	6	2	3p21
*TP53*	5	7	2	17p13
*TRAM1*	5	8	2	8q13
*VAV2*	5	13	2	9q34
Other asbestos-associated genes^‡^				
*ADD3*	5	8	3	10q24
*CASP8*	9	6	2	2q33.1
*CDK10*	5	13	2	16q24
*COL12A1*	9	8	2	6q13-14.1
*FOSL2*	2	3	3	2p23
*IKBKB*	9	16	2	8p11
*KRAS*	7	13	1	12p12
*L1CAM*	2	11	2	Xq28
*MAPK1*	3	5	3	22q11
*MAPK1*	9	6	2	22q11
*MAPK1*	9	6	2	22q11
*NFKB2*	5	13	3	10q24
*PCDHGA6*^§^	12	10	3	5q31
*PRKCD*	5	6	3	3p21

* [17, 36–39]

^†^[6, 20]

^‡ ^[4, 18, 19, 55, 56]

^§ ^The probe also corresponds to PCDHGC3 /// PCDHGB4 /// PCDHGA8 /// PCDHGA12 /// PCDHGC5 /// PCDHGC4 /// PCDHGB7 /// PCDHGB6 /// PCDHGB5 /// PCDHGB3 /// PCDHGB2 /// PCDHGB1 /// PCDHGA11 /// PCDHGA10 /// PCDHGA9 /// PCDHGA7 /// PCDHGA6 /// PCDHGA5 /// PCDHGA4 /// PCDHGA3 /// PCDHGA2 /// PCDHGA1

**Table 4:** Chromosome bands from the CCA results. Potential asbestos hotspots, some of which contain known asbestos-related genes. Expected false discovery rate of < 38%.

Region	P-value/q-value	No. of genes in the region with the most significant contribution to the common correlation*	Examples of genes
2p22	0.00260/0.3367	10	*MAP4K3*^†^*, CEBPZ*^§^,*QPCT*^§^
9p13	0.00700/0.3367	71	*FANCG*^†^*, IGFBPL1*^†^*, CCL19*^†^*MELK*^†^
14q21	0.00720/0.3367	22	*FANCM*^†^*, CDKL1*^†^
5p13	0.00880/0.3367	5	
9q21	0.00970/0.3367	29	*PCSK5*^†^
5q13	0.01010/0.3367	9	*F2RL1*
8q22	0.01160/0.3367	59	*CTHRC1*^†^*, TP53INP1*^†^*, KLF10*^†^
2q36	0.01260/0.3367	29	*MRPL44*^†^
6q13	0.01300/0.3367	9	
2q31	0.01370/0.3367	28	*KIAA1715, AGPS, ITGA4*^†^*, ITGA6*^†^
3q29	0.01410/0.3367	54	*DLG1*
3p25	0.01480/0.3367	67	*COLQ*^†^*, CAMK1*^†^*, RAF1*^†^*, TMEM43*,*LOC51244*
15q12	0.0176/0.3471	2	
4q11	0.0178/0.3471	6	
8p21	0.0196/0.35672	70	*BNIP3L, GSR*^§^
12q12	0.0225/0.3705	7	
14q22	0.0258/0.3705	29	*TXNDC*
2q34	0.0266/0.3705	1	
15q13	0.0272/0.3705	9	
5q15	0.0279/0.3705	2	*KIAA0372*^§^
3q23	0.0285/0.3705	4	

* see Additional file 5: CCA for complete lists of the genes

^† ^Known or related to a known asbestos-associated gene. *ITGA4 *also differentially expressed in asbestos-exposed lung cancer patients as compared to non-exposed lung cancer patients [10].

^§ ^The gene also shows differential copy number in CGH array data of asbestos-exposed lung cancer patients, (data not shown, available at request)

How the deposited data were processed for this re-analysis (not part of the article)

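RNA from exposed and parallel unexposed pools of A549, Beas-2B and MeT5A cells was measured on 27 Affymetrix oligonucleotide arrays. They cover 24 conditions, of which 3 exposed ones were hybridized in duplicate from the same RNA. The deposited values are MAS5 signal intensities per probe set on a linear scale, which the authors obtained by scaling each array to a target of 100. In every array the trimmed mean of the signals, with 2% removed at each end, was checked to be close to that target. The values that the study itself analysed were computed by RMA and were not analysed here. The median signal per array of 14.4 to 23.4 lies below the constant of 32 that was added before taking log2, so that differences of dim genes are drawn towards 0. Each pair of samples has no replicate, and the only measure of precision within a condition is the duplicate arrays.

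Of 54675 probe sets, 62 control sets were set aside and the others were quantile normalized, after which duplicate arrays were averaged. A single gene symbol was given for 41091 probe sets, and 41037 of these were updated through the gene ID. Another 1801 carry several symbols and 11721 none, and these were left out of the gene tables. Each of the 19775 genes was represented by 1 probe set, a plain '_at' set with the highest mean level where there is one and otherwise the set with the highest mean level of any kind. Tests of single genes used the 9887 genes above the median level.

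Differences are log2 exposed minus control within each of 11 matched pairs. They were tested in limma with moderated t statistics whose variance prior follows the mean level of the gene, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The comparisons were exposed against control over the 3 cell lines at 48 h, the same at 1 h, over all pairs, late (24 and 48 h) minus early (1 and 6 h) exposure with cell line as a factor, and Beas-2B minus A549 with time as a factor. A549 at 7 days was left out of the late group in the main setting because it has no counterpart. In the first run the variance prior followed the mean difference, limma's default for a table of differences, which is the tested effect itself where the model is an intercept alone. The covariate was changed to the mean level after those first counts had been seen, and the counts with each are given.

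Fixed gene lists were tested over all 19775 genes with camera at a preset correlation of 0.01 between genes and its variance trend off, with an estimated correlation and fry beside it. The median of each list in each pair was ranked among 10000 random lists drawn to match it over 20 bins of expression. The lists stand in for Gene Ontology terms, and lists taken from the study's own tables were adjusted apart. Correlations between cell lines were compared with all 24 orders of the times of Beas-2B. Time profiles were rebuilt with 50 model profiles for A549 and Beas-2B and 16 for MeT5A, the number behind the significance boundary of Fig. 3, a maximum step of 3 between times and a Bonferroni threshold of 0.05. A canonical correlation analysis was run with 1000 permutations of genes.

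The genes named were fixed by a rule. It takes every gene the paper names in its text or in Table 3. It adds, for each comparison, the 8 largest rises and 8 largest falls among the genes past the threshold that moved the same way in each pair, or in each cell line for late minus early. Where no gene passed, it takes the 5 largest each way with the same sign. In each list it adds up to 4 members with the largest absolute change. Values in the tables of the paper and in the part of its additional files at hand had been seen when the rule was written. Genes beyond the rule, among them HSPB1, MAP2K2, SOD2, MCL1 and IER3 for late minus early, members of a list beyond its first 4, and the top genes of the canonical correlation, were named after their values were seen, as were the duplicate arrays and other probe sets of named genes.

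The lists, comparisons, tests, the rule and most alternatives were set before the data were examined. Alternatives were the scaling as deposited, constants of 8 and 64, no filter on level, only genes above the upper quartile, a variance prior without trend, the mean of all probe sets of a gene, a single array of each duplicate, leaving out each pair in turn, random lists not matched on expression, a 2-fold threshold, Spearman correlation, and maximum steps of 2 and 4. The brightest probe set of any kind and the actin 3'/5' ratio as a covariate were among those added later, as were the list percentiles between arrays of the same RNA and between successive controls, and a larger number of profiles for MeT5A.

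The models were tested on simulated data with 100 genes changed by 1 log2 and 100 by 2 log2. The shares recovered were 63% and 98% at 48 h, 87% and 100% at 1 h, 82% and 100% for late minus early, and 60% and 97% for the difference between cell lines. False calls were 1, 10, 12 and 7 in the same order. Whether these shares hold for the deposited data, where genes shift together between arrays of the same RNA, was not tested. In the profile method, simulated series of noise around the fixed 0 h value with 2 planted profiles returned 18, 19 and 5 profiles for A549, Beas-2B and MeT5A, both planted ones among them, and series whose times were exchangeable, 0 h included, returned 0 in each. Chromosomal regions were not analysed here because the gene tables used carry no positions, and detection calls and a 0 h sample of MeT5A were not analysed here either. Versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.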

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

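The tests on arrays of the same RNA, on each pair with the genes called without it, with the actin ratio as a covariate, on other splits of the pairs and between control samples were chosen only after the results were seen.

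Early and late exposure differed, by a test of the difference itself, in 261 genes (113 higher and 148 lower late, limma) and in the actin 3'/5' ratio, which was 1.37 log2 higher late than early relative to control and above 0 in all 5 late pairs. The splits of the pairs cannot settle whether chance is the cause of the gene count. Of 100 splits, the real one included, 2 gave as many genes. The highest other, with 305, places Beas-2B at 1 h with the late pairs and MeT5A at 48 h with the early ones. That split is not balanced within cell lines, whereas the real one is. With cell line in the model, an unbalanced split estimates the difference less precisely and may call fewer genes for that reason. Variation between arrays of the same RNA may account for part of the pattern: of 33 genes called without A549 48 h and without MeT5A, 93.9% (31) differed in their late direction between the 2 arrays of the A549 48 h RNA and 28 did so between the MeT5A arrays, and between the Beas-2B 24 h arrays, whose ratios hardly differed (1.22 and 1.29), 85.7% (66 of 77) of the genes called without that pair took the late direction on the array with the slightly higher ratio, by a median of 0.23. The ratio as the whole cause cannot be told apart from other causes, although 2 pairs in which ratio and time part go against it, Beas-2B at 6 h with a raised ratio, where 27.6% (32 of 116) of the genes called without it took the late direction (median -0.47), and A549 at 7 days with a ratio at -0.31, where 73.9% (193 of 261) did (median 0.20): each is 1 pair with no replicate, the genes shift together between arrays of the same RNA by medians of 0.23 to 0.90 over the sets above, and with the ratio as a covariate the median change went from 0.867 to 0.796 while its standard error went from 0.189 to 0.360, which ended every call because the ratio runs with the groups. Length of exposure stays open as a biological explanation, as the 7 days pair, left out of the comparison, took the late direction, although Beas-2B at 1 h, an early pair, did so too for 65.2% (319 of 489) of the genes called without it (median 0.10).

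Among the 5 early pairs, 1 sample lay far from the others for ATN1 (1.75 in Beas-2B at 6 h), RABL6 (1.21 in MeT5A at 1 h) and SOD2 (-0.97 in A549 at 6 h), which makes 3 of 46 groups tested, and chance picks out about 1 in 20 groups.

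Metallothionein genes, which the paper does not discuss, had a median of 1.33 in A549 at 6 h (6 of 7 members above 0, percentile 100 of random lists), with MT1X at 1.94, MT1F at 1.77, MT1H at 1.75, MT2A at 1.33 and MT1G at -0.31, in the pair whose actin ratio was at -1.37 against its control; the 6 h control itself stood at a median of -0.87 against the 1 h control, and the 24 h control was 1.22 above it.

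Interferon response genes, also outside those the paper discusses, had a median of 0.60 in MeT5A at 48 h (27 of 28 above 0, percentile 100), with OAS1 at 1.41, USP18 at 1.32, IFI44L at 1.29 and MX2 at 1.18, against medians of 0.04 in A549 and -0.15 in Beas-2B at 48 h, a difference between cell lines that was not tested; the 2 arrays of the MeT5A RNA differed over the list by a median of 0.05, and the MeT5A control at 48 h was 0.46 above that at 1 h.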

How the results depend on the processing

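Tests chosen only after the results were seen were those with the variance trend against the mean difference, the brightest probe set of any kind, the actin ratio as a covariate, camera with its own variance trend, other constants for list percentiles, 1.4-fold counts, correlations and profiles, the replicate-array difference removed, the scaling as deposited in the canonical correlation, up to 50 profiles in MeT5A, and other splits of the pairs.

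At 48 h the 5 genes became 45 with the scaling as deposited (14 higher and 31 lower, against 3 and 2), 3 with a constant of 8 and 3 with the brightest probe set. The count was 0 by limma with a constant of 64 (735 higher and 462 lower at an unadjusted p under 0.05), with no filter (1138 and 673), with the trend against the mean difference (692 and 329), with the mean of all probe sets (541 and 853) and with the first array only (495 and 335), and 32 with the second array only. Leaving out 1 cell line gave 70 (without Beas-2B) to 179 (without A549), with 98 without MeT5A, and the same 5 genes were called each time; the cause was not tested. At 1 h the count of 0 became 2 with the scaling as deposited and lay between 0 and 18 when 1 line was left out (18 without MeT5A).

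With the trend against the mean difference, limma gave 205 late genes (87 higher, 118 lower, 194 shared with the 261) and 0 at 1 h (0 and 128 unadjusted), over all pairs (161 and 105) and for Beas-2B against A549 (288 and 308). The 261 late genes went to 396 with the scaling as deposited (238 shared), 158 with the mean of all probe sets (28 higher and 130 lower, 93 shared), 405 with the second array only, 451 with A549 7 days added and 52 for 1 h against 48 h only, which uses fewer pairs. With no filter 24 passed, over 19775 genes in place of 9887. The count was 0 by limma with the first array only (1211 and 785 at an unadjusted p under 0.05) and with the ratio as a covariate (397 and 412). Leaving out 1 pair gave 2 (without A549 6 h) to 489 (without Beas-2B 1 h), with 18 without A549 24 h, 39 without Beas-2B 48 h, 77 without Beas-2B 24 h, 97 without either MeT5A pair, 116 without Beas-2B 6 h and 143 without A549 48 h. Apart from the changes named, the cause was not tested.

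The 4 gene lists at 48 h, the 4 at 1 h and the 1 for late minus early each went to 0 with an estimated correlation in camera (0, 0 and 2 lists at an unadjusted p under 0.05) and to 0 with fry (3, 2 and 4). With above-median genes only, 1 list passed camera at 48 h and 0 for late minus early (7 unadjusted), where 0 also passed with the ratio as a covariate (2 unadjusted), and 6 at 1 h, 3 of them among the 4. At 48 h, leaving out 1 line gave 4 lists without A549, 5 without Beas-2B and 4 without MeT5A, of which 1, 3 and 2 were among the 4. At 1 h, leaving out 1 pair gave 0 (without Beas-2B, 1 unadjusted) to 6 (without A549) lists. For late minus early it gave 0 (without A549 6 h, A549 48 h or Beas-2B 24 h, with 5, 5 and 9 unadjusted) to 5 (without Beas-2B 6 h), with 4 without Beas-2B 48 h, 3 without A549 1 h and 2 without A549 24 h; without either MeT5A pair another list passed in place of the first. The cause was not tested.

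By the brightest probe set, 3 named genes took the other direction: MYO10 (0.12) and RBM19 (-0.15) at 1 h and TXN (-0.041) for late minus early; the cause was not tested. The median number of probe sets over 1.4-fold in a pair, 3415, was 300 at 2-fold, 6407 with a constant of 8 and 1668 with 64, as the constant sets how far dim probe sets can differ, which is the limit that signals below it place on these arrays.

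Over all comparisons, 82 values under other settings stayed within 1.5 times the main count, or kept direction and side of the threshold. Another 30 moved, and when 1 pair was left out, 30 stayed and 21 moved. Comparisons with a main count of 0 (1 h, over all pairs, Beas-2B against A549) are included, and a further 0 counts as unchanged. Leaving out 1 pair gave 70 to 179 genes against 5 at 48 h. For late minus early it gave 2 to 489 against 261, with only the 230 without A549 1 h within 1.5 times. Of values for named genes, 282 stayed, 107 lost and 3 gained the threshold under other settings, and 182, 73 and 6 did so when 1 pair was left out. The mean same-time correlation of A549 and Beas-2B ran from 0.126 to 0.234 over 7 alternatives, and the first canonical correlation from 0.479 to 0.609.

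For the comparison over all pairs (0 genes by limma, 233 higher and 205 lower at an unadjusted p under 0.05; highest other split 1, 100 of 100 as large) and that of Beas-2B with A549 (0 genes by limma, 302 and 316; highest other 0, 32 of 32 as large) every split is as large as a count of 0, so that the splits say nothing about chance. For 48 h (5 genes, highest other 0, 1 of 4 splits as large) and 1 h (0 genes, 115 and 155 at an unadjusted p under 0.05, highest other 0, 4 of 4 as large) the splits are too few for a share under 0.05. The branch set for values on a log scale was not run, as the deposited values are linear.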

Differences from the paper's values

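The number of significant time profiles in MeT5A was 6, against the paper's 3. It was 6 with a maximum step of 2, 6 with 4, 5 with no filter and 7 with the scaling as deposited, so that none of the alternatives set before the data were examined comes within 1.5 times the paper's value. The smallest significant profile of A549 held 310 probe sets, against the paper's 174. A maximum step of 4 (227) brings it within that range, while a step of 2 (325), no filter (323) and the scaling as deposited (318) do not; of the constants, chosen after seeing the values, 64 gives 158, within that range, and 8 gives 424. The largest profile of Beas-2B held 1120 probe sets, against the paper's 2073, and is within that range with the scaling as deposited (1410) but not with a step of 2 (1144), a step of 4 (995) or no filter (1138); a constant of 8, chosen after seeing the values, gives 1514, within that range, and 64 gives 803. In MeT5A the smallest profile held 415, against the paper's 1085, and none of these alternatives comes within that range (532 with a step of 2, 569 with 4, 681 with no filter, 346 with the scaling as deposited). A constant of 8, chosen after seeing the values, gives 1050 there and 1732 for the largest, both within that range; profile membership was not compared with the paper's lists. The largest profile of MeT5A held 1177, against the paper's 2403, and is within that range with a step of 2 (1696) but not with a step of 4 (1284), no filter (1185) or the scaling as deposited (1443). The paper states no maximum step and removed probe sets by detection calls. Its methods give 50 profiles, while its Fig. 3 draws the boundary for MeT5A at a value that stands for the 16 used here; with as many distinct profiles as the steps allow, 32, an alternative chosen after seeing the values, 8 were significant in MeT5A, of 346 to 869 probe sets.

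The paper describes NF-kB as up at first and down at later times. Here the plain probe set of NFKB2 was at -0.50 late minus early (adjusted p = 0.213 from limma) and its brightest one at -0.88, which both have the paper's direction, and its dimmest, near the floor, at 0.17. Of 28 NF-kB genes 20 were above 0 at 48 h (median 0.15, against 0.17 and 0.09 between arrays of the same A549 and MeT5A RNA) and 15 late minus early (adjusted p = 0.737 from camera in limma). At 1 h the median of these genes was 0.09 in Beas-2B and 0.10 in MeT5A, which has the paper's direction, but -0.14 in A549. In A549 at 7 days their median was -0.20, which also has the paper's direction, against a control that was 0.35 above that at 48 h.

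The paper's Table 1 lists terms for cytoplasmic sequestering of NF-kB, for transcription and for MAPK and JNK activity as down at 48 h in all lines. The paper's terms come from an enrichment test on genes ranked by fold change. A median or a camera test over listed genes is a different measure, which also holds for the survival and smell terms below. Here the medians of their listed genes, of which 4 of 5 were analysed for the first, were 0.11, 0.12 and 0.00 for the first in A549, Beas-2B and MeT5A, 0.05, 0.00 and 0.03 for the second, and 0.10, 0.01 and 0.02 for the third, although HIPK3 was at -0.10 on average.

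The paper's Table 1 has negative regulation of survival gene products as down at 48 h. Here the list did not pass (1 of 4 above 0, adjusted p = 0.124 from camera in limma, and adjusted p = 0.629 with an estimated correlation over the same 4 genes). It passed downward with only genes above the level filter (adjusted p = 0.00684), which has the paper's direction.

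The paper has TXNDC (TMX1) among the genes down at 48 h. Its brightest probe set averaged 0.33 here and its other one -0.30, which has the paper's direction.

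The paper reports sensory perception of smell as up at 48 h, a term of mostly olfactory and taste receptors. The lists used here are not the paper's gene list. The 102 measured olfactory receptor genes and pseudogenes lay at percentiles 42, 26.6 and 78 in A549, Beas-2B and MeT5A. The 20 measured taste receptors lay at percentiles 17, 25 and 93.5.

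The paper states that the lines had more Gene Ontology terms in common at later times. A correlation across genes is a different measure from such a count of terms. Here the correlation of A549 with Beas-2B went from -0.16 at 1 h to 0.49 at 24 h, and was 0.18 at 48 h; that of A549 with MeT5A was higher at 48 h (0.35) than at 1 h (0.01).

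The paper places the genes of Table 3 and the genes named with them in significant profiles of all lines. Here 39 of 44 genes of Table 3 had a probe set in such a profile in A549, 34 in Beas-2B and 36 in MeT5A, and 18 had the same probe set there in all 3 lines. TMX1, BNIP3L and PRKCD had no probe set in such profiles of every line, nor COL5A1, COL6A2 and COL12A1 the same one in all, and NFKB2 and IKBKB had 1 in each line but not the same one.

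The paper states that housekeeping signal ratios of the arrays kept were close to equal. Here the 3'/5' ratio ran up to 2.61 for GAPDH and 6.55 for beta-actin, from 0.857 and 0.964.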

Other observations

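Tests on the correlation of A549 and Beas-2B were chosen only after the result was seen, and the shuffles of the profiles were chosen after simulated noise around a fixed 0 h value with 2 planted profiles had been seen to give 18, 19 and 5 profiles, and noise with 0 h exchangeable with the other times 0 in each line.

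In MeT5A at 48 h, beside the interferon response, genes of MHC class I antigen presentation had a median of 0.27 (12 of 15 above 0, percentile 99.13), with the immunoproteasome subunit PSMB8 at 1.20, the peptide transporter TAP1 at 0.91 and HLA-E at 0.81, against the chaperone CALR at -1.21. The actin ratio of that pair was at 1.29 against its control. DNA replication genes stood at a median of 0.22 there (25 of 30 above 0), and extracellular matrix and TGF-beta response genes at -0.16 (8 of 26 above 0), with CCN2 at -0.82. In A549 at 6 h the matrix list stood the other way, at 0.34 (21 of 26 above 0), with CCN2 at 1.17, MMP2 at 1.13 and TIMP3 at 1.06. After 7 days in A549, NF-kB pathway genes and targets had a median of -0.20 (8 of 28 above 0), with ICAM1 at -0.96, TNFAIP2 at -0.90 and CFLAR at -0.75, although the chemokine CXCL8 was at 0.79. Proteasome subunits (median 0.18, 20 of 27 above 0), led by PSMC3 at 0.48, and mitosis genes (0.18, 21 of 29 above 0), led by CCNA2 at 0.62, stood above control in the same pair. None of these medians changed sign with the scaling as deposited or with constants of 8 or 64. Each rests on 1 exposed and 1 control sample, and 2 of the lists also moved between controls: the matrix list was at -0.33 in the A549 control at 6 h against that at 1 h and the NF-kB list at 0.35 in the control at 7 days against that at 48 h. Beside the matrix list, fibroblast and mesenchymal markers also stood higher in A549 at 6 h (median 0.31, 12 of 16 above 0, percentile 99.89).

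In Beas-2B, oxidative phosphorylation genes had medians of -0.18 at 1 h (19 of 74 above 0) and -0.12 at 24 h (25 of 74), at percentiles 0.01 and 0.00, but 0.09 at 6 h between them (42 of 74, percentile 98.3), and in A549 at 6 h the median was 0.15 (46 of 74). Endoplasmic reticulum stress genes were above control in Beas-2B at 1 h (median 0.17, 17 of 25 above 0), with HSP90B1 at 0.51 and CRELD2 at 0.47. At 6 h their median was -0.06 (11 of 25 above 0). The immediate early genes of Beas-2B stood at 0.22 at 24 h (23 of 26 above 0). The actin ratio of A549 at 6 h was far below control, as given above, and that of Beas-2B at 24 h above it. Over all pairs together, 0 genes passed limma's test (233 higher and 205 lower at an unadjusted p under 0.05).

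The paper's own log ratios in the first 1998 probe sets of Additional file 4 correlated with those computed here by 0.448 (MeT5A at 1 h) to 0.816 (Beas-2B at 48 h), and each was highest with its own pair in 11 of 11. Successive unexposed samples of 1 line differed over 1.4-fold at 4291 to 10301 probe sets, against 1606 to 6638 between exposed and control samples of the same time.

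Significant time profiles were found in A549 (14), Beas-2B (13) and MeT5A (6). When the log ratios were shuffled across probe sets at each time, which removes the course of each probe set but keeps the spread at each time and the fixed 0 h value, medians of 17 (17 to 18), 18 (16 to 19) and 7 (7 to 7) profiles passed over 10 shuffles. The number of significant profiles may therefore follow from the spread and the fixed value alone. The courses of single genes are not addressed by these counts, and no biological explanation was tested.

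The responses of A549 and Beas-2B correlated more on average over 24 and 48 h than over 1 and 6 h, although 48 h (0.18) was below 6 h (0.28). With the difference between arrays of the same RNA removed, 68.8% of that increase was left (0.278 to 0.191) and 48 h was at 0.045 against 0.223 at 6 h, so that part of it may be variation between arrays. Whether the rest is a response to exposure cannot be told apart from such variation, because the arrays of 2 RNAs need not carry all of it.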
